# HMGB2 regulates the differentiation and stemness of exhausted CD8^+^ T cells during chronic viral infection and cancer

**DOI:** 10.1038/s41467-023-41352-0

**Published:** 2023-09-13

**Authors:** Emily N. Neubert, Julia M. DeRogatis, Sloan A. Lewis, Karla M. Viramontes, Pedro Ortega, Monique L. Henriquez, Rémi Buisson, Ilhem Messaoudi, Roberto Tinoco

**Keywords:** Infection, Cellular immunity, Viral infection

## Abstract

Chronic infections and cancers evade the host immune system through mechanisms that induce T cell exhaustion. The heterogeneity within the exhausted CD8^+^ T cell pool has revealed the importance of stem-like progenitor (Tpex) and terminal (Tex) exhausted T cells, although the mechanisms underlying their development are not fully known. Here we report High Mobility Group Box 2 (HMGB2) protein expression is upregulated and sustained in exhausted CD8^+^ T cells, and HMGB2 expression is critical for their differentiation. Through epigenetic and transcriptional programming, we identify HMGB2 as a cell-intrinsic regulator of the differentiation and maintenance of Tpex cells during chronic viral infection and in tumors. Despite *Hmgb2*^*−/−*^ CD8^+^ T cells expressing TCF-1 and TOX, these master regulators were unable to sustain Tpex differentiation and long-term survival during persistent antigen. Furthermore, HMGB2 also had a cell-intrinsic function in the differentiation and function of memory CD8^+^ T cells after acute viral infection. Our findings show that HMGB2 is a key regulator of CD8^+^ T cells and may be an important molecular target for future T cell-based immunotherapies.

## Abstract (web summary)

T cells can become exhausted during chronic virus infection or repeated stimulation by tumour antigens. Here the authors show that High-Mobility Group Box 2 (HMGB2) protein promotes CD8^+^ T cell memory cell generation in acute viral infection and exhaustion stemness in chronic infection.

## Introduction

During chronic viral infections, there is a dynamic interplay between host and pathogen, where multiple cellular and molecular mechanisms inhibit the immune response and facilitate viral persistence. A key mechanism is the differentiation of exhausted T cells, which are dysfunctional and fail to clear the virus. Despite being less functional than effector CD8^+^ T cells, exhausted T cells still provide some protection to the host^1,2^, which is highlighted in simian immunodeficiency virus studies showing host progression to AIDS-like disease and death when T cells are depleted^3^. Chronic antigen stimulation results in responding T cell dysfunction and heterogeneity, with altered transcription, epigenome, and metabolism unique to exhausted T cells^4–8^. Two key exhausted T cell subsets, defined by phenotype and transcription factor expression, are progenitor exhausted (Tpex) and terminal exhausted (Tex) T cells^9–11^. Tpex cells are long-lived, self-renew, and give rise to Tex cells^11^. They also express the key transcription factors TCF-1, BCL-6, and BACH2^12^. In contrast, Tex cells express high TOX, BLIMP-1, and TIM-3, have increased effector functions, and undergo higher rates of apoptosis^12^. Despite the detailed characterization of these two main subsets, their differentiation mechanisms have not been fully described.

Understanding exhausted T cell heterogeneity has important clinical implications for immune checkpoint blockade (ICB) therapy against chronic viral infections and cancer^13^. Studies have shown anti-PD-1/anti-PD-L1 blockade reinvigorates the Tpex population, which proliferates and further increases numbers of the more cytotoxic Tex cells^14^. Emerging evidence also suggests Tpex cell frequencies may predict patient responsiveness to ICB therapy^9,10,15^ and ability to control HIV viremia^16^. Importantly, exhausted T cells undergo unique epigenetic changes during differentiation, including permanent marks which sustain their exhausted state^17^. Therefore, although exhausted T cells can be re-invigorated with ICB therapy, they revert back to their exhausted phenotype and thereby provide only temporary clinical response in some patients^18–23^. Identifying mechanisms of exhausted T cell differentiation and the associated epigenetic changes remains of high clinical interest as these cells may need to be reprogrammed transcriptionally and/or epigenetically to improve immunotherapy efficacy.

HMGB2 is a member of the High-Mobility Group Box (HMGB) family, which are relatively abundant and highly conserved DNA-binding proteins that modify chromatin structure and regulate gene transcription and transcription factor binding^24–26^. HMGB2 has known roles in regulating stem cells during various differentiation programs, including myogenesis, spermatogenesis, and neurogenesis^27–29^. In mice, *Hmgb2* is expressed early in embryogenesis, but is limited to lymphoid organs and testes in adults^26^. Despite its characterization in numerous cell types, the role of HMGB2 in CD8^+^ T cells has not been investigated. Previous RNA-sequencing analyses found increased *Hmgb2* expression in mouse exhausted CD8^+^ T cells during lymphocytic choriomeningitis virus (LCMV) infection^30^ and increased *HMGB2* expression in CD8^+^ T cells from cancer patients^31–34^. Given HMGB2’s role in both modulating chromatin architecture and regulating stem cells, along with its high gene expression in CD8^+^ T cells, we investigated the function of HMGB2 in effector, memory, and exhausted CD8^+^ T cells.

Here, we show a cell-intrinsic role for HMGB2 in the differentiation and stemness of memory and exhausted CD8^+^ T cells. Effector, memory, and exhausted CD8^+^ T cells have high HMGB2 expression that is sustained with persistent antigen. After acute viral infection, we observe a decrease of *Hmgb2*^*−/−*^ CD8^+^ memory T cells, with defective central memory T cell (Tcm) formation and recall capacity. In response to chronic viral infection, *Hmgb2*^*−/−*^ CD8^+^ T cells show decreased Tpex differentiation. Even though *Hmgb2*^*−/−*^ CD8^+^ T cells express both TCF-1 and TOX, these transcription factors are unable to support the differentiation and maintenance of Tpex and Tex cells. Mechanistically, HMGB2 regulates Tpex-specific transcriptional programming through increasing chromatin accessibility of Tpex genes, while decreasing accessibility of regions specific for Tex cells during chronic infection. Our findings show a role for HMGB2 as an essential regulator of memory and exhausted CD8^+^ T cell differentiation, that protects these cells from a terminal fate.

## Results

### HMGB2 expression is upregulated and sustained in virus-specific CD8^+^ T cells

To assess how HMGB2 is regulated in virus-specific CD8^+^ T cells, we evaluated its expression in naïve, effector, memory, and early and late exhausted T cells. We infected wild-type (WT) mice with either LCMV Armstrong (Arm) or Clone 13 (Cl13) to induce an acute or chronic viral infection, respectively, and measured HMGB2 levels in MHC class I tetramer^+^ virus-specific CD8^+^ T cells. We detected HMGB2 expression in naïve CD8^+^ T cells that was upregulated in GP_33-41_ CD8^+^ effector and memory T cells (Fig. 1a). We observed upregulation of HMGB2 in early exhausted T cells (8dpi Cl13) that was sustained in late exhausted T cells (30dpi Cl13) (Fig. 1a). Furthermore, late exhausted GP_33-41_ T cells had significantly increased HMGB2 expression compared to naïve and memory T cells (Fig. 1a). We next evaluated HMGB2 levels in GP_276-286_ CD8^+^ T cells, and again observed increased levels in effector, memory, and exhausted T cells compared to naïve, with sustained HMGB2 expression in late exhausted CD8^+^ T cells (Fig. 1b). Lastly, we evaluated HMGB2 localization in GP_33-41_ CD8^+^ T cells using imaging flow cytometry. We observed nuclear localization of HMGB2, as shown by HMGB2 and nuclear 7-AAD colocalization staining (Fig. 1c). These findings showed nuclear localization of HMGB2 in virus-specific CD8^+^ T cells, with upregulated and sustained expression in memory and exhausted CD8^+^ T cells during viral infection.

**Fig. 1:**
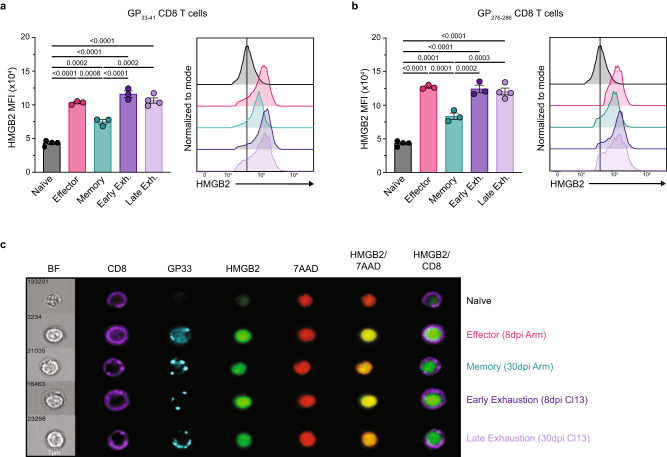
HMGB2 expression in mouse virus-specific CD8^+^ T cells. Expression levels of HMGB2 in splenic GP_33-41_ CD8^+^ T cells (**a**) and GP_276-286_ CD8^+^ T cells (**b**) assessed by flow cytometry; *n* = 3. Naïve, uninfected; Effector, 8dpi LCMV Arm; Memory, 30dpi LCMV Arm; Early Exhaustion, 8dpi LCMV Cl13; Late Exhaustion, 30dpi LCMV Cl13; MFI, mean fluorescence intensity. **c** Representative Imagestream analysis of GP_33-41_ CD8^+^ T cells, magnification, 60x. Data is mean ± s.e.m and representative of two independent experiments. Statistical significance was calculated using a one-way ANOVA followed by Turkey’s multiple comparisons test (**a**, **b**). Source data are provided as a Source Data file.

### *Hmgb2*^*−/−*^ CD8^+^ T cells differentiate into effector and memory T cells during acute viral infection

Considering the expression of HMGB2 was increased in effector and memory CD8^+^ T cells, we next determined the cell-intrinsic role of HMGB2 in virus-specific T cells during acute LCMV infection. Small numbers (1 × 10^3^ cells) of congenically marked WT or *Hmgb2*^*−/−*^ P14 CD8^+^ T cells, which are TCR transgenic T cells specific for the GP_33–41_ peptide of LCMV, were adoptively transferred into separate congenically mismatched WT mice, which were then infected with LCMV Arm (Fig. 2a). A gating strategy for this approach is shown (Supplementary Fig. 1a). We observed similar expansion, contraction, and memory CD8^+^ T cell formation of both WT and *Hmgb2*^*−/−*^ P14 T cells throughout acute infection (Fig. 2b). Furthermore, similar frequencies and numbers of WT and *Hmgb2*^*−/−*^ P14 T cells were found in spleens at 68dpi (Fig. 2c). We next evaluated functionality of WT and *Hmgb2*^*−/−*^ P14 T cells by ex vivo GP_33-41_ peptide stimulation and observed similar frequencies of IFN-γ^+^ and IFN-γ^+^TNF^+^ cells at 68dpi and GranzymeB^+^ cells at 8dpi (Fig. 2d, Supplementary Fig. 2a). To investigate T cell responses within the same host, we next co-transferred small numbers (1×10^3^ each) of congenically marked WT and *Hmgb2*^*−/−*^ P14 T cells at a 1:1 ratio into congenically mismatched WT mice, followed by Arm infection (Fig. 2e). Despite injection at a 1:1 ratio, we observed slightly decreased frequencies of *Hmgb2*^*−/−*^ P14 T cells compared to WT (Fig. 2f). We also observed significantly decreased numbers of splenic *Hmgb2*^*−/−*^ P14 T cells compared to WT at both 8 and 30dpi (Fig. 2g). These findings showed *Hmgb2*^*−/−*^ CD8^+^ T cells expand after acute LCMV infection, and although present at slightly lower frequencies than WT, survive to seed the memory T cell pool.

**Fig. 2:**
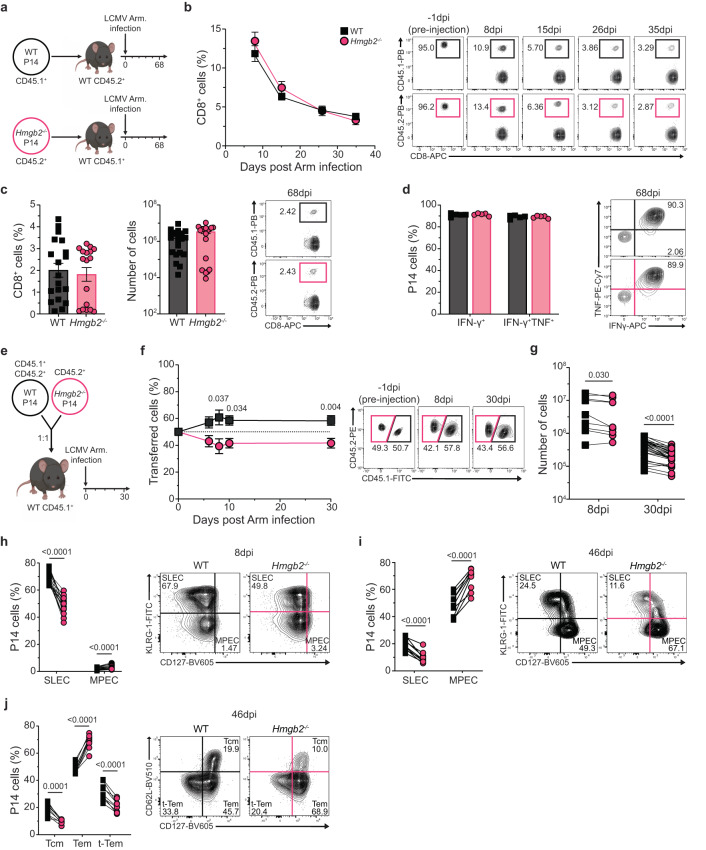
Cell-intrinsic kinetics of WT and *Hmgb2*^*−/−*^ P14 T cells during Arm infection. **a** Experimental scheme for (**b**–**d**). WT and *Hmgb2*^*−/−*^ P14 CD8^+^ T cells were transferred separately into naïve mice and infected with LCMV Arm. Blood taken at 8, 15, 26, and 35dpi. Spleens isolated at 68dpi. **b** Frequency of WT and *Hmgb2*^*−/−*^ P14 T cells of total CD8^+^ population; *n* = 5. **c** Splenic WT and *Hmgb2*^*−/−*^ P14 T cell frequencies and numbers at 68dpi; *n* = 19. **d** Cytokine production by splenic WT and *Hmgb2*^*−/−*^ P14 T cells at 68dpi; *n* = 5. **e** Experimental scheme for (**f**–**j**). WT and *Hmgb2*^*−/−*^ P14 T cells were co-transferred at 1:1 into WT mice and infected with LCMV Arm. Frequencies (**f**) and numbers (**g**) of splenic WT and *Hmgb2*^*−/−*^ P14 T cells at indicated timepoints post-infection; *n* = 5 (**f**), *n* = 9 (**g**, 8dpi), *n* = 28 (**g**, 30dpi). Frequencies of splenic WT and *Hmgb2*^*−/−*^ P14 short-lived effector (SLEC) and memory precursor effector (MPEC) T cells in the blood at 8dpi (**h**) and 46dpi (**i**) Arm; *n* = 20 (**h**), *n* = 7 (**i**). **j** Frequencies of WT and *Hmgb2*^*−/−*^ P14 central memory (Tcm), effector memory (Tem) and terminal Tem (t-Tem) T cells at 46dpi Arm in the spleen; *n* = 9. Data is mean ± s.e.m. Data are representative of three independent experiments except (**c**, **g**, h, **j**) which are cumulative data from three independent experiments. Statistical significance was calculated using an unpaired two-tailed Student’s *t* test followed by Mann–Whitney test (**b**–**d**) or paired two-tailed Student’s *t* test (**f**–**j**). Source data are provided as a Source Data file. (**a**) and (**e**) created with biorender.com.

### HMGB2 regulates memory CD8^+^ T cell differentiation after acute infection

We next evaluated the differentiation of *Hmgb2*^*−/−*^ P14 T cells by examining KLRG-1 and IL-7Rα expression to delineate KLRG1^hi^IL-7Rα^lo^ short-lived effector (SLEC) and KLRG1^lo^IL-7Rα^hi^ memory precursor effector cells (MPEC). At 8dpi, we observed decreased SLECs in *Hmgb2*^*−/−*^ P14 T cells (Fig. 2h) and by 46dpi, we found significantly decreased frequencies of SLECs and increased frequencies of MPECs in *Hmgb2*^*−/−*^ P14 T cells (Fig. 2i). Since we found more *Hmgb2*^*−/−*^ MPECs compared to WT but significantly less overall *Hmgb2*^*−/−*^ memory T cell numbers (Fig. 2g), we investigated apoptosis within this population. We found *Hmgb2*^*−/−*^ MPECs had significantly higher frequencies of total apoptotic cells by active Caspase3 and propidium iodide (PI) staining at 46dpi (Supplementary Fig. 2b).

To further characterize the differentiation of memory *Hmgb2*^*−/−*^ P14 T cells, we examined effector memory (Tem), central memory (Tcm) and terminal-Tem (t-Tem) T cell populations based on CD62L vs CD127 expression^35^. *Hmgb2*^*−/−*^ P14 T cells had significantly lower frequencies of both Tcm and t-Tem cells, and increased frequencies of Tem cells compared to WT at 46dpi (Fig. 2j). Finally, to confirm the loss of *Hmgb2*^*−/−*^ P14 T cells was not due to compromised development of naïve CD8^+^ T cells, we characterized naïve WT and *Hmgb2*^*−/−*^ P14 T cells from spleens and lymph nodes of uninfected mice. We found no differences in expression of naïve T cell markers (CD127, CD62L, CCR7) or changes in frequencies of naïve vs activated T cells in lymph nodes (Supplementary Fig. 3a, b) and spleens (Supplementary Fig. 3c, d). We also found no differences in numbers of CD8^+^ T cells between WT and *Hmgb2*^*−/−*^ mice (Supplementary Fig. 3e). Together, these findings showed that HMGB2 regulated the survival and differentiation of memory CD8^+^ T cells during acute viral infection.

### Cell-intrinsic HMGB2 expression is essential for long-term maintenance of exhausted CD8^+^ T cells

Since HMGB2 expression was increased and sustained in exhausted CD8^+^ T cells, we next determined the cell-intrinsic role of HMGB2 in virus-specific T cells during chronic LCMV infection. Small numbers (1 × 10^3^ cells) of congenically marked WT or *Hmgb2*^*−/−*^ P14 T cells were adoptively transferred into congenically mismatched WT mice and infected with LCMV Cl13 (Fig. 3a). We observed similar expansion of both WT and *Hmgb2*^*−/−*^ P14 T cells at 8dpi, but *Hmgb2*^*−/−*^ P14 T cells had an accelerated decline and were present at significantly lower frequencies compared to WT by 15dpi (Fig. 3b). Furthermore, we observed significantly decreased frequencies and numbers of *Hmgb2*^*−/−*^ P14 T cells in spleens at 68dpi (Fig. 3c). We next evaluated the functionality of WT and *Hmgb2*^*−/−*^ P14 T cells and observed similar frequencies of IFN-γ^+^ and IFN-γ^+^TNF^+^ T cells at 68dpi and GranzymeB^+^ cells at 8dpi (Fig. 3d, S4a). To investigate cell-intrinsic HMGB2 function during chronic infection, we co-transferred WT and *Hmgb2*^*−/−*^ P14 T cells at a 1:1 ratio into WT mice and then infected with Cl13 (Fig. 3e). Despite starting at a 1:1 ratio, we observed a significant decrease in frequencies of *Hmgb2*^*−/−*^ P14 T cells compared to WT cells as early as 8dpi (Fig. 3f). Additionally, we observed significantly decreased numbers of *Hmgb2*^*−/−*^ P14 T cells compared to WT at 8 and 30dpi (Fig. 3g). We next evaluated co-inhibitory receptor expression and found that *Hmgb2*^*−/−*^ CD8^+^ T cells were increased in PD-1^+^TIM-3^+^ cells throughout Cl13 infection (Supplementary Fig. 4b). Furthermore, we observed higher PD-1 expression in *Hmgb2*^*−/−*^ P14 T cells at 26 and 35dpi (Supplementary Fig. 4c). Since it has been established TOX is required for the generation of exhausted T cells during Cl13 infection^36–38^, we next asked if the loss of exhausted *Hmgb2*^*−/−*^ P14 T cells was due to decreased TOX expression compared to WT. Significantly, we found *Hmgb2*^*−/−*^ P14 T cells had both similar and increased frequencies of TOX^+^ cells compared to WT, but had impaired generation of exhausted T cells (Supplementary Fig. 4d).

**Fig. 3:**
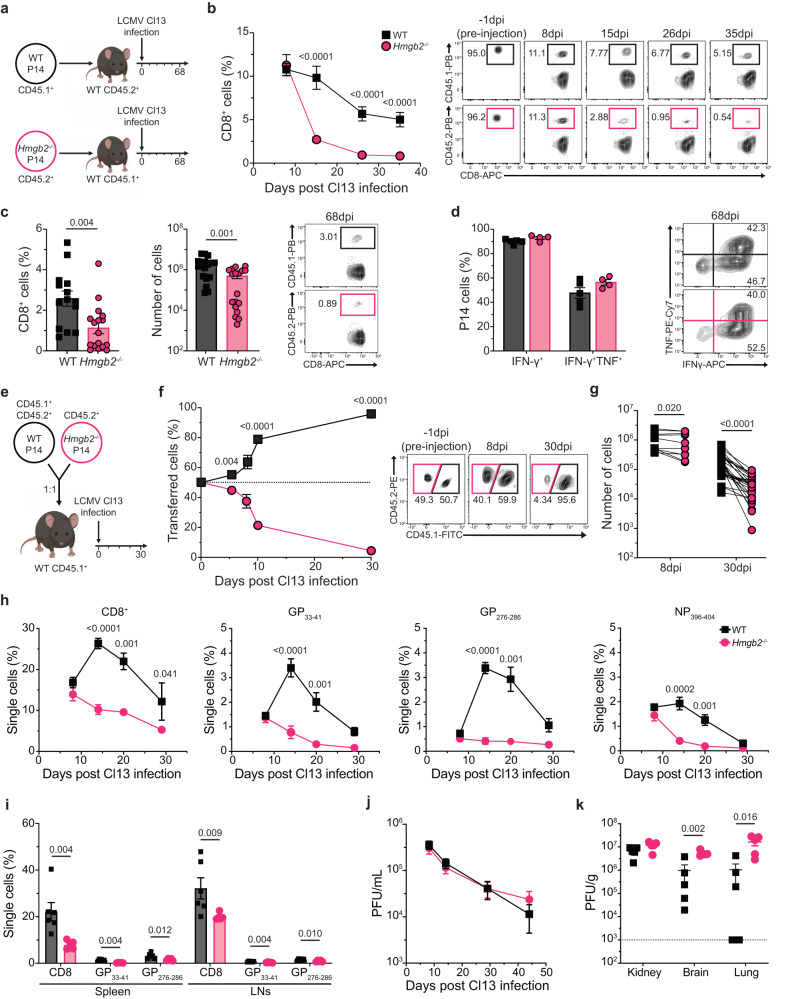
Cell-intrinsic kinetics of WT and *Hmgb2*^*−/−*^ P14 T cells during Cl13 infection. **a** Experimental scheme for (**b**–**d**). WT and *Hmgb2*^*−/−*^ P14 CD8^+^ T cells were transferred separately into naïve mice and infected with LCMV Cl13. Blood taken at 8, 15, 26, and 35dpi. Spleens isolated at 68dpi. **b** Frequency of WT and *Hmgb2*^*−/−*^ P14 T cells of total CD8^+^ population; *n* = 5. **c** Splenic WT and *Hmgb2*^*−/−*^ P14 T cell frequencies and numbers at 68dpi Cl13; *n* = 17. **d** Cytokine production by splenic WT and *Hmgb2*^*−/−*^ P14 T cells at 68dpi Cl13; *n* = 5. **e** Experimental scheme for (**f**–**g**). WT and *Hmgb2*^*−/−*^ P14 T cells were co-transferred at 1:1 into WT mice and infected with Cl13. Frequencies (**f**) and numbers (**g**) of splenic WT and *Hmgb2*^*−/−*^ P14 T cells at indicated timepoints post infection; *n* = 5 (**f**), *n* = 10 (**g**, 8dpi), *n* = 28 (**g**, 30dpi). **h** Frequencies of total CD8^+^, GP_33-41_, GP_276-286_, and NP_396-404_ T cells during Cl13 infection in the blood of WT and *Hmgb2*^*−/−*^ mice; *n* = 9. **i** Frequencies of total CD8^+^, GP_33-41_, GP_276-286_, and NP_396-404_ T cells during Cl13 infection in the spleen and lymph nodes (LNs) of WT and *Hmgb2*^*−/−*^ mice at 44dpi; *n* = 6. **j** Virus titers in serum at 44dpi by plaque forming units (PFU) and expressed as PFU/mL; *n* = 9. **k** Virus titers in the kidney, brain, and lung, expressed as PFU/g; *n* = 5. Limits of detection are indicated by dashed lines. Data is mean ± s.e.m. Data are representative of two or more independent experiments except (**c**, **g**, **h**, **j**) which are cumulative data from two or more independent experiments. Statistical significance was calculated using an unpaired two-tailed Student’s *t* test followed by Mann–Whitney test (**b**–**d**, **h**–**k**) or paired two-tailed Student’s *t* test (**f**–**g**). Source data are provided as a Source Data file. (**a**) and (**e**) created with biorender.com.

Since we saw diminished maintenance of exhausted *Hmgb2*^*−/−*^ P14 T cells, we wanted to investigate the impact of HMGB2 deletion on other virus-specific T cell clones by infecting WT and *Hmgb2*^*−/−*^ mice with Cl13. By 8dpi there was similar expansion of CD8^+^, GP_33-41_, GP_276-286_, and NP_396-404_ T cells in both WT and *Hmgb2*^*−/−*^ mice, but by 14dpi and onwards there were significantly less virus-specific CD8^+^ T cells in *Hmgb2*^*−/−*^ mice (Fig. 3h). At 44dpi, there were significantly decreased frequencies of CD8^+^, GP_33-41_, and GP_276-286_ T cells in spleens and lymph nodes of *Hmgb2*^*−/−*^ mice compared to WT (Fig. 3i). Throughout the course of infection, there were no differences in serum viral titers but we observed significantly increased viral titers in the brains and lungs of *Hmgb2*^*−/−*^ mice at 44dpi (Fig. 3j, k). Together, these findings showed HMGB2 was essential for the formation and long-term maintenance of exhausted CD8^+^ T cells during chronic viral infection.

### HMGB2 regulates the transcriptional signature of progenitor-exhausted CD8^+^ T cells

Since we found roles for HMGB2 in memory and exhausted CD8^+^ T cells, and HMGB2 is a chromatin modifier, we next investigated whether HMGB2 regulated the transcriptional landscape of virus-specific T cells. We performed RNA-sequencing of sorted WT and *Hmgb2*^*−/−*^ P14 T cells from Arm and Cl13 infected mice at 8dpi. Principal component analysis (PCA) showed the type of infection accounted for transcriptional differences across PC1 (47% variance), while *Hmgb2* expression accounted for transcriptional changes across PC2 (30% variance) (Fig. 4a). Overall, we observed fewer differentially expressed genes (DEG) between WT and *Hmgb2*^*−/−*^ P14 T cells during Arm infection than Cl13. During Arm infection, analysis of DEG between WT and *Hmgb2*^*−/−*^ P14 T cells showed a total of 125, with 38 upregulated and 87 downregulated genes in *Hmgb2*^*−/−*^ P14 T cells (Supplementary Fig. 5a, b). Conversely, there were 350 DEG with 119 upregulated and 231 downregulated genes in *Hmgb2*^*−/−*^ P14 T cells during Cl13 infection (Fig. 4b). In WT P14 T cells, we observed increased expression of genes promoting stem-like progenitor exhausted T cell (Tpex) differentiation (*Eomes*, *Bcl6*, *Id3*, *Bach2*), whereas *Hmgb2*^*−/−*^ P14 T cells had increased expression of genes associated with terminal exhausted T cells (Tex) (*Casp3*, *Tigit*, *Tox*, *Ctla4*, *Ifng*) (Fig. 4b)^39^. To identify the biological significance of these DEG during Cl13 infection, we performed gene ontology (GO) analysis. We found WT P14 T cells were enriched for pathways associated with (i) leukocyte differentiation; (ii) regulation of cellular respiration and oxidative phosphorylation; and (iii) transferase activity (Fig. 4c). In contrast, *Hmgb2*^*−/−*^ P14 T cells were enriched for pathways associated with (i) negative regulation of T cell activation; (ii) immune receptor activity; and (iii) apoptosis (Fig. 4c). These findings showed *Hmgb2*^*−/−*^ CD8^+^ T cells are enriched for gene signatures and pathways of terminal exhaustion during chronic viral infection.

**Fig. 4:**
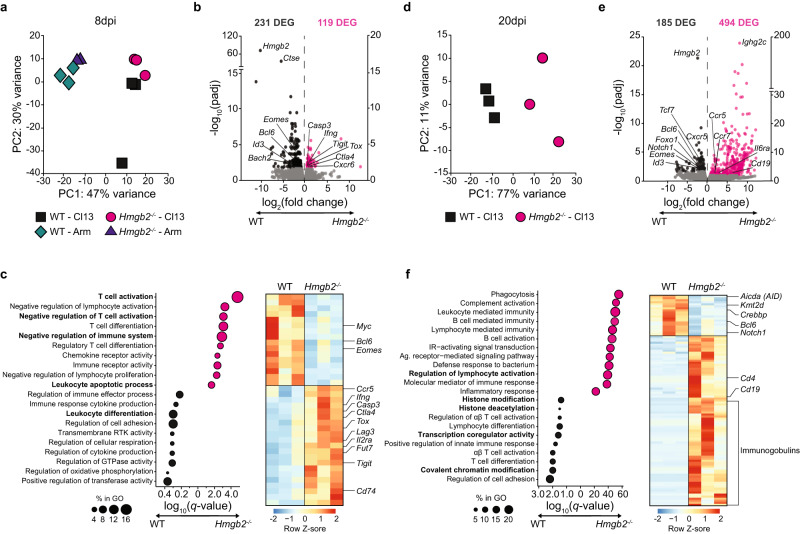
*Hmgb2*^*−/−*^ CD8^+^ T cells have decreased expression of Tpex signature genes. Bulk RNA-seq analysis of WT and *Hmgb2*^*−/−*^ P14 T cells during LCMV Arm and Cl13 infection. **a** Principal component analysis (PCA) of WT and *Hmgb2*^*−/−*^ P14 T cells at 8 days post either Arm or Cl13 infection. **b** Volcano plot highlighting differentially expressed genes (DEG) between WT and *Hmgb2*^*−/−*^ P14 T cells at 8dpi Cl13. Significant DEG (padj ≤ 0.1, |log_2_FC | ≥ 0.5) were determined using *DESeq2* and are colored (pink = upregulated in *Hmgb2*^*−/−*^ P14 T cells; black = upregulated in WT P14 T cells). **c** Left: Gene ontology (GO) biological process enrichment from Metascape of significant DEG from (**b**). *X*-axis represents log_10_(*q*-value) and size of dot represents proportion of the total DEG enriched to that given pathway. Right: Heatmap of average normalized expression of genes associated with bolded pathways. Each column represents one independent experiment with *n* = 5 mice pooled. **d** PCA of co-transferred WT and *Hmgb2*^*−/−*^ P14 T cells at 20dpi Cl13. **e** Volcano plot highlighting DEG between WT and *Hmgb2*^*−/−*^ P14 T cells at 20dpi Cl13. Significant DEG (padj ≤ 0.1, |log_2_FC | ≥ 0.5) were determined using *DESeq2* and are colored (pink = upregulated in *Hmgb2*^*−/−*^ P14 T cells; black = upregulated in WT P14 T cells). **f** Left: GO biological process enrichment from Metascape of DEG from (**e**). *X*-axis represents log_10_(*q*-value) and size of dot represents proportion of the total DEG enriched to that given pathway. Right: Heatmap of average normalized expression of genes associated with bolded pathways. Each column represents one independent experiment with *n* = 10 mice pooled.

### HMGB2 is required for expression of Tpex genes, including genes regulated by TCF-1

To further investigate the transcriptional changes driven by HMGB2 in CD8^+^ T cells during chronic infection, we performed RNA-sequencing on WT and *Hmgb2*^*−/−*^ P14 T cells sorted from Cl13 infected mice at 20dpi. PCA showed clear separation of WT and *Hmgb2*^*−/−*^ P14 T cells, with *Hmgb2* expression accounting for the transcriptional differences across PC1 (77% variance) (Fig. 4d). There were 679 DEG, with 494 upregulated and 185 downregulated in *Hmgb2*^*−/−*^ P14 T cells (Fig. 4e). Similar to 8dpi Cl13, we observed increased expression of Tpex associated genes in WT P14 T cells (*Tcf7*, *Cxcr5*, *Bcl6*, *Foxo1*, *Eomes*, *Id3*) compared to *Hmgb2*^*−/−*^ P14 T cells (Fig. 4e)^39^. *Hmgb2*^*−/−*^ P14 T cells expressed a dysregulated gene expression program, including non-CD8^+^ T cell lineage associated genes (*Ighg2c, Cd19*) (Fig. 4e). GO term analysis showed WT P14 T cells were enriched for pathways associated with (i) histone modification; (ii) histone deacetylation; (iii) lymphocyte differentiation; (iv) transcription coregulator activity; and (v) covalent chromatin modification (Fig. 4f). In contrast, *Hmgb2*^*−/−*^ P14 T cells were enriched for pathways associated with (i) phagocytosis; (ii) complement activation; (iii) B cell activation; (iv) regulation of lymphocyte activation; and (v) inflammatory responses (Fig. 4f).

Since HMGB proteins are also known to modulate transcription factor binding, we next used Ingenuity Pathway Analysis (IPA)^40^ to investigate any transcriptional regulators modified by HMGB2 that may be responsible for the DEG between WT and *Hmgb2*^*−/−*^ P14 T cells at 20dpi Cl13. Upstream causal network analysis identified TCF-1 as a possible master regulator of the 20dpi Cl13 DEG, with the TCF-1 regulator network predicated to be significantly inhibited in exhausted *Hmgb2*^*−/−*^ P14 T cells (activation *z*-score = −3.236, network bias-corrected *p*-value = 0.00001) (Supplementary Fig. 6a). Of the 679 DEG regulated by HMGB2 at 20dpi Cl13, 117 are downstream targets of TCF-1, including *Bcl6*, *Eomes*, *Id3*, *Foxo1*, *Notch1*, and *Tcf7* (Supplementary Fig. 6a). This suggests that HMGB2 in CD8^+^ T cells regulates the Tpex transcription program during Cl13 infection, and may do so through modifying the TCF-1 transcriptional network.

### *Hmgb2*^*−/−*^ CD8^+^ T cells have decreased survival during acute and chronic viral infection

Since we found *Hmgb2*^*−/−*^ CD8^+^ T cells were significantly decreased during acute and chronic viral infection, we next assessed whether there were differences in their proliferation and/or survival. We co-transferred WT and *Hmgb2*^*−/−*^ P14 T cells at a 1:1 ratio into WT mice, followed by Arm or Cl13 infection. We first evaluated proliferation by in vivo BrdU incorporation and observed slightly decreased frequencies of BrdU^+^ *Hmgb2*^*−/−*^ P14 T cells compared to WT at both 8dpi Arm and Cl13 (Fig. 5a). As expected, WT and *Hmgb2*^*−/−*^ P14 T cells from chronically infected mice had more proliferation than those from acute infection (Fig. 5a). Next, we evaluated survival by active Caspase3 and PI staining and observed increased frequencies of total Caspase3^+^ apoptotic *Hmgb2*^*−/−*^ P14 T cells compared to WT at 8dpi Arm and Cl13 (Fig. 5b). We also found increased frequencies of total Caspase3^+^ apoptotic *Hmgb2*^*−/−*^ P14 T cells at 46dpi Arm but saw minor differences at 46dpi Cl13 (Fig. 5c). We next asked whether the increased apoptosis of *Hmgb2*^*−/−*^ P14 T cells was due to differences in DNA repair compared to WT cells. Using a comet assay to measure DNA damage^41^, we found no significant differences between WT and *Hmgb2*^*−/−*^ P14 T cells during both Arm and Cl13 infection (Fig. 5d). We also looked at phosphorylated-H2AX (Ser139), a marker of DNA damage^42^, and again found no differences between WT and *Hmgb2*^*−/−*^ P14 T cells during both Arm and Cl13 infection (Fig. 5e). These findings showed *Hmgb2*^*−/−*^ CD8^+^ T cells had decreased proliferation and survival compared to WT during both acute and chronic viral infection and did not show signs of DNA damage by 8dpi.

**Fig. 5:**
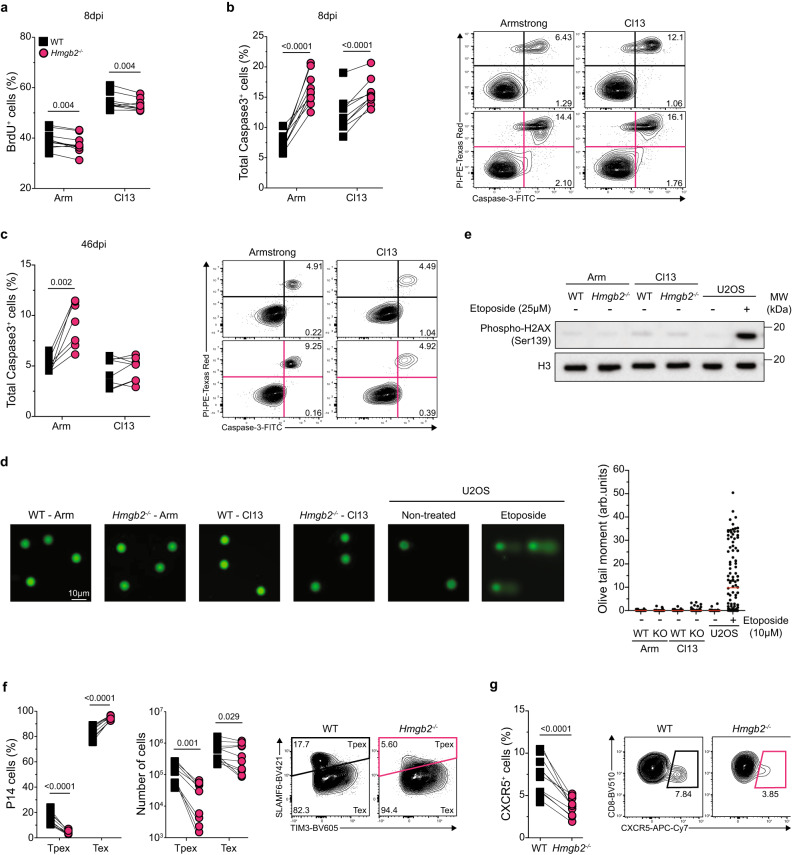
*Hmgb2*^*−/−*^ CD8^+^ T cells have decreased progenitor exhausted T cell differentiation. WT and *Hmgb2*^*−/−*^ P14 T cells were co-transferred at 1:1 into WT mice, followed by LCMV Arm or Cl13 infection. **a** BrdU uptake of splenic WT and *Hmgb2*^*−/−*^ P14 T cells at 8dpi; *n* = 10. Caspase3 and PI staining of P14 T cells at 8dpi (**b**) and 46dpi (**c**) in the spleen; *n* = 10 (**b**), *n* = 8 (**c**). **d** Alkaline comet assay of splenic WT and *Hmgb2*^*−/−*^ P14 T cells isolated on 8 days post either Arm or Cl13 infection (pooled samples from *n* = 10). Representative fluorescent comet images of cells stained with Vista Green DNA dye (100 cells were imaged per condition). U2OS human cells treated with etoposide (10 µM for 30 min), a topoisomerase II inhibitor used to generate DNA double-strand breaks in cells, served as controls for comet tail formation. **e** p-H2AX (Ser139) protein expression by western blot in purified splenic WT and *Hmgb2*^*−/−*^ P14 T cells isolated on 8 days post either Arm or Cl13 infection (pooled samples from *n* = 10). U2OS human cells untreated or treated with 25 µM etoposide for 60 min served as negative and positive controls, respectively. **f** Frequencies and numbers of splenic progenitor exhausted (Tpex) and terminal exhausted (Tex) T cells at 8dpi Cl13; *n* = 9. **g** Frequencies of CXCR5^+^ P14 T cells at 8dpi Cl13 in the spleen; *n* = 10. Data is mean ± s.e.m. Data are representative of three independent experiments except (**d**, **e**). Statistical significance was calculated using a paired two-tailed Student’s *t* test (**a**–**c**, **f**–**g**) or an unpaired two-tailed Student’s *t* test followed by Mann–Whitney test (**d**). Source data are provided as a Source Data file.

### HMGB2 is essential for the differentiation of progenitor-exhausted T cells during chronic viral infection

Recent findings have shown heterogeneity within the exhausted CD8^+^ T cell population, including the identification of Tpex and Tex cells. Since our sequencing data showed decreased expression of Tpex signature genes in *Hmgb2*^*−/−*^ P14 T cells compared to WT (*Tcf7, Eomes, Bcl6, Id3*), we wanted to determine changes in Tpex differentiation between WT and *Hmgb2*^*−/−*^ P14 T cells. At 8dpi Cl13, we stained adoptively co-transferred P14 T cells with SLAMF6 and TIM-3 to identify Tpex (SLAMF6^hi^TIM-3^lo^) and Tex (SLAMF6^lo^TIM-3^hi^) cells. We found that *Hmgb2*^*−/−*^ P14 T cells had significantly diminished Tpex cell frequencies compared to WT (Fig. 5f). Consistent with the loss of the Tpex subset, *Hmgb2*^*−/−*^ P14 T cells were enriched for Tex-phenotype cells (Fig. 5f). Furthermore, we observed a significant decrease in the number of *Hmgb2*^*−/−*^ Tpex cells at both 8 and 46dpi, while the numbers of Tex cells were similar (Fig. 5f, Supplementary 7a). We also found significantly decreased CXCR5^+^ *Hmgb2*^*−/−*^ P14 T cells compared to WT, which is an additional surface marker of the Tpex population (Fig. 5g). Since we found decreased *Tcf7* expression in *Hmgb2*^*−/−*^ P14 T cells and TCF-1 (*Tcf7*) is a key transcription factor driving Tpex cell differentiation, we investigated if the loss of *Hmgb2*^*−/−*^ Tpex cells was due to decreased TCF-1 expression compared to WT. Surprisingly, WT and *Hmgb2*^*−/−*^ P14 T cells had similar frequencies of TCF-1^+^ cells during Cl13 infection, although overall frequencies of TCF-1^+^ *Hmgb2*^*−/−*^ P14 T cells were significantly decreased compared to TCF-1^+^ WT P14 T cells (Supplementary Fig. 7b, c). In *Hmgb2*^*−/−*^ mice, we also found similar and even higher frequencies of TCF-1^+^ cells in *Hmgb2*^*−/−*^ CD8^+^, GP_33-41_, GP_276-286_, and NP_396–404_ T cells compared to WT mice during Cl13 infection (Supplementary Fig. 7d). However, the overall frequencies of TCF-1^+^ *Hmgb2*^*−/−*^ antigen-specific CD8^+^ T cells were significantly decreased compared to WT (Supplementary Fig. 7e).

Given the substantial loss of *Hmgb2*^*−/−*^ Tpex cells and the overall increased cell death of exhausted *Hmgb2*^*−/−*^ P14 T cells, we next investigated if *Hmgb2*^*−/−*^ Tpex cells were preferentially dying. At 8dpi Cl13, we found no differences in Tpex cell death between WT and *Hmgb2*^*−/−*^ P14 T cells (Supplementary Fig. 8a) but found a significant increase in apoptosis of *Hmgb2*^*−/−*^ Tpex cells compared to WT at 46dpi (Supplementary Fig. 8b).

Lastly, since we found HMGB2 played a critical role in the formation of Tpex cells, we wanted to evaluate the regulation of HMGB2 in this exhausted subset. Within WT P14 T cells, we found the highest expression of HMGB2 in the Tpex subset compared to Tex (Supplementary Fig. 8c). We also found the highest frequencies of Tpex cells within the WT P14 HMGB2^+^ population compared to the WT P14 HMGB2^−^ population (Supplementary Fig. 8d). Together, these findings showed that HMGB2 is a critical regulator of the differentiation and preservation of Tpex cells, which self-renew and maintain the exhausted T cell pool during Cl13 infection.

### *Hmgb2*^*−/−*^ memory CD8^+^ T cells are defective in their recall to secondary infection

We found that *Hmgb2*^*−/−*^ P14 T cells survived to form memory T cells, but were deficient in Tcm formation (Fig. 2j). Since Tcm cells can self-renew to maintain the memory T cell pool and mediate memory T cell recall responses^35,43^, we next assessed whether HMGB2 played a role in the functionality of memory CD8^+^ T cells. Small numbers (1 × 10^3^ cells/each) of WT and *Hmgb2*^*−/−*^ P14 T cells were adoptively co-transferred at a 1:1 ratio into WT mice and subsequently infected with LCMV Arm (Fig. 6a). At 30dpi, memory P14 T cells were sorted from spleens and co-transferred (2 × 10^3^ cells/each) at a 1:1 ratio into naïve WT mice, which were then infected with LCMV Arm (Fig. 6a). WT P14 T cells robustly re-expanded with secondary challenge, while *Hmgb2*^*−/−*^ P14 T cell frequencies were significantly decreased in the blood (Fig. 6b). Furthermore, we observed decreased frequencies and numbers of *Hmgb2*^*−/−*^ P14 T cells in spleens at 20dpi (Fig. 6c, d). Similar results were seen when memory WT and *Hmgb2*^*−/−*^ P14 T cells were transferred separately into WT hosts and infected with LCMV Arm (Fig. 6e). Since TCF-1 is required to generate CD8^+^ memory T cell recall responses^43^, we next investigated the expression of TCF-1 in *Hmgb2*^*−/−*^ P14 memory T cells prior to secondary infection. We found similar TCF-1^+^ frequencies between WT and *Hmgb2*^*−/−*^ P14 T cells both during and after acute Arm infection (Supplementary Fig. 9a). These findings showed that HMGB2 expression was required for the re-expansion of memory CD8^+^ T cells during secondary viral infection.

**Fig. 6:**
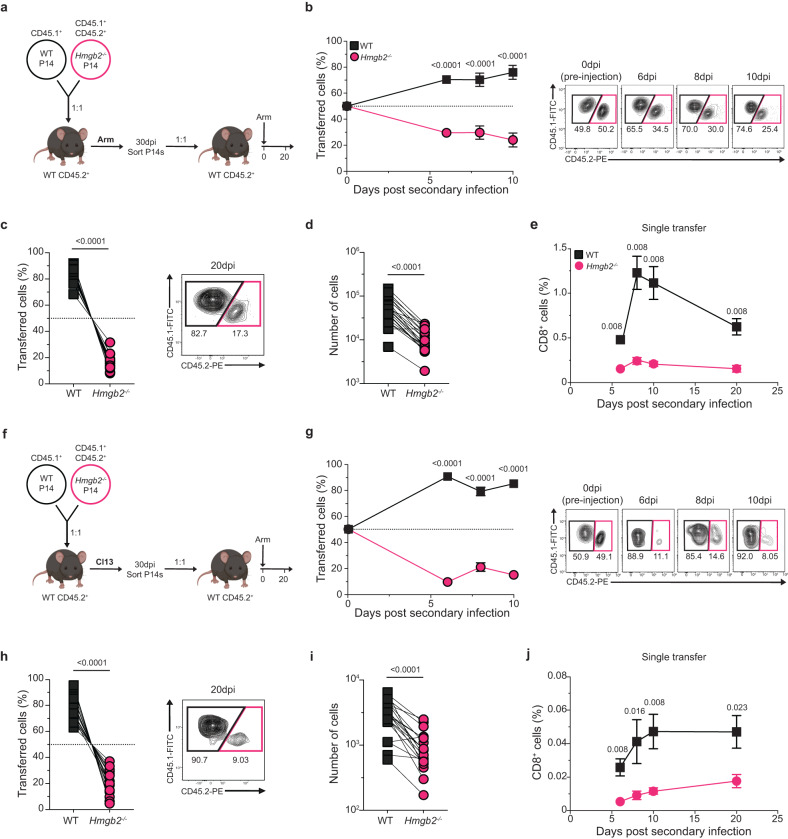
Memory and exhausted *Hmgb2*^*−/−*^ CD8^+^ T cells are defective in their recall capacity. **a** Experimental scheme for (**b**-**d**). WT and *Hmgb2*^*−/−*^ P14 T cells were co-transferred into WT mice at 1:1, followed by LCMV Arm infection. At 30dpi, memory WT and *Hmgb2*^*−/−*^ P14 T cells were sorted and normalized to 1:1 before co-transferred into new naïve mice, followed by Arm infection (secondary infection). **b** Frequency of WT and *Hmgb2*^*−/−*^ P14 T cells in blood during secondary Arm infection; *n* = 8. Frequency (**c**) and number (**d**) of splenic WT and *Hmgb2*^*−/−*^ P14 T cells at 20dpi secondary Arm; *n* = 9 (**c**), *n* = 10 (**d**). **e** WT and *Hmgb2*^*−/−*^ P14 T cells were transferred separately into WT hosts and sorted at 68dpi Arm before adoptive transfer into separate naïve mice, followed by Arm infection (secondary infection). Frequency of WT and *Hmgb2*^*−/−*^ P14 T cells in the blood during secondary Arm infection; *n* = 5. **f** Experimental scheme for (**g**–**i**). WT and *Hmgb2*^*−/−*^ P14 T cells were co-transferred into WT mice at 1:1, followed by LCMV Cl13 infection. At 30dpi, exhausted WT and *Hmgb2*^*−/−*^ P14 T cells were sorted and normalized to 1:1 before co-transferred into new naïve mice, followed by Arm infection (secondary infection). **g** Frequency of WT and *Hmgb2*^*−/−*^ P14 T cells in blood during secondary Arm infection; *n* = 10. Frequency (**h**) and number (**i**) of splenic WT and *Hmgb2*^*−/−*^ P14 T cells at 20dpi secondary Arm; *n* = 9 (**h**), *n* = 10 (**i**). **j** WT and *Hmgb2*^*−/−*^ P14 T cells were transferred separately into WT hosts and sorted at 68dpi Arm before adoptive transfer into separate naïve mice, followed by Arm infection (secondary infection). Frequency of WT and *Hmgb2*^*−/−*^ P14 T cells in the blood during secondary Arm infection; *n* = 5. Data is mean ± s.e.m. Data are representative of three independent experiments. Statistical significance was calculated using a paired two-tailed Student’s *t* test (**b**–**d**, **g**–**i**) or an unpaired two-tailed Student’s *t* test followed by Mann–Whitney test (**e, j**). Source data are provided as a Source Data file.

### *Hmgb2*^*−/−*^ exhausted CD8^+^ T cells are decreased after secondary acute LCMV challenge

We observed significantly decreased frequencies of *Hmgb2*^*−/−*^ Tpex cells during Cl13 infection, and since these cells drive the limited reinvigoration of exhausted T cells after secondary infections^11,12^, we next examined whether exhausted *Hmgb2*^*−/−*^ CD8^+^ T cells could respond to Arm infection. Small numbers (1 × 10^3^ cells/each) of WT and *Hmgb2*^*−/−*^ P14 T cells were adoptively co-transferred at a 1:1 ratio into WT mice and infected with Cl13 (Fig. 6f). At 30dpi, exhausted P14 T cells were sorted from spleens and co-transferred (2 × 10^3^ cells/each) at a 1:1 ratio into new WT mice, which were then infected with LCMV Arm (Fig. 6f). Exhausted WT P14 T cells re-expanded with secondary challenge, while *Hmgb2*^*−/−*^ P14 T cells failed to expand and were at significantly decreased frequencies in the blood (Fig. 6g). Furthermore, we observed significantly decreased frequencies and numbers of *Hmgb2*^*−/−*^ P14 T cells in spleens at 20dpi (Fig. 6h, i). Similar results were seen when exhausted WT and *Hmgb2*^*−/−*^ P14 T cells were transferred separately into WT hosts and re-challenged with LCMV Arm (Fig. 6j). These findings showed HMGB2 expression is essential for the re-expansion of exhausted CD8^+^ T cells after a secondary viral challenge.

### HMGB2 regulates the chromatin accessibility of Tpex and Tex genes during Cl13 infection

Since HMGB2 has a well-characterized role in chromatin remodeling, we next asked whether HMGB2 regulates the epigenetic program of exhausted T cells. We sorted WT and *Hmgb2*^*−/−*^ P14 T cells from mice at 8dpi Cl13 and used ATAC-seq to identify significant changes in chromatin accessibility in the absence of HMGB2. 

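ATAC-seq, which measures how accessible chromatin is to the Tn5 transposase, was performed on P14 T cells of both genotypes at 8dpi Cl13, with 3 libraries per genotype, each made from cells pooled from 10 mice. The paper's methods describe spleens and lymph nodes pooled, whereas the sample labels name spleen alone. WT and *Hmgb2*-/- cells had been co-transferred into the same hosts. The authors aligned the reads to mm10, removed mitochondrial, dark-list and duplicated reads, and called 1 union list of peaks with MACS2 on the merged reads of all samples. Reads per peak were counted with featureCounts and normalized with DESeq2, and the genotypes were compared with edgeR. The deposited table of this comparison gives each peak its ChIPSeeker annotation, a log2 fold change of *Hmgb2*-/- over WT, a mean log2 CPM, a likelihood ratio, a p-value and an FDR. Of 55870 listed peaks, 55456 carry these values. Another deposited table has 12 columns that are named only by library barcodes, and 99.7% of their values are not whole numbers. Neither the sample labels nor the paper's text pairs those columns with samples, so they were left out, and no value per replicate, SD or total count per library is given. The paper's methods give a sequencing depth of 50million 100 bp paired reads, and the reads obtained for each library were not analysed here.
The tested peaks had a median width of 878 bp and a median mean log2 CPM of 2.61, from -0.53 to 10.31. With extremely small p-values left out, every deposited p-value lay within a relative difference of 0.00479 of the chi-square probability of its likelihood ratio with 1 degree of freedom. A standard error of each log2 fold change was computed as its size divided by the square root of the likelihood ratio. In the lowest quintile of mean log2 CPM its median was 0.37, and in the highest 0.084. DAR were called from the authors' deposited table at the thresholds of the Fig. 7 legend, FDR ≤ 0.05 and |log10FC| ≥ 0.3. That fold threshold is a 1.995-fold change, or 0.997 on the log2 scale of the table. Since the table is on the log2 scale, DAR at |log2FC| ≥ 0.3, a 1.23-fold change, are given beside them. The promoter peak of the knocked-out gene, *Hmgb2*, lies on chromosome 8 of mm10 from 57511046 to 57512527 and has a log2 fold change of -2.52 in the authors' deposited table (FDR 1.71e-12, edgeR's likelihood ratio test). All 3 tested peaks annotated to *Hmgb2* were less accessible DAR.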

PCA of the ATAC-seq profiles segregated WT and *Hmgb2*^*−/−*^ P14 T cells across PC1 (91% variance), indicating that *Hmgb2* has a significant effect on chromatin accessibility (Fig. 7a). 

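At FDR ≤ 0.05 and |log10FC| ≥ 0.3, 1451 of the 55456 peaks in the authors' deposited table were DAR in *Hmgb2*-/- P14 T cells. Of these, 1138 were less accessible and 313 more accessible, so that 78.4% had lost accessibility. At |log2FC| ≥ 0.3 the same table gave 6542 DAR, 4420 less and 2122 more accessible, or 67.6% less accessible. The fold threshold moved the number most: at FDR ≤ 0.05 alone there were 7734 DAR, 59.1% of them less accessible.
Fold changes and, at the log2 threshold, the direction of most DAR changed with the height of the peaks. The median log2 fold change was -0.10 in the lowest quintile of mean log2 CPM and 0.10 in the highest. Among DAR at |log2FC| ≥ 0.3, 82.8% were less accessible in the lowest quintile and 35.8% in the highest. At |log10FC| ≥ 0.3, less accessible DAR were the majority in every quintile, with 80.3% of 507 DAR in the lowest and all 5 in the highest. After a lowess trend on mean log2 CPM was removed from the fold changes, 1299 peaks were called at the log10 threshold, 864 less and 435 more accessible, or 66.5% less accessible. These include peaks that were not DAR before.
The 5 DAR with the largest falls in the authors' deposited table all lie on the X chromosome, 3 in *4933407K13Rik* and 2 at *Firre*, with log2 fold changes between -6.47 and -5.76. With all X chromosome peaks left out, 1376 DAR remained, of which 77.4% were less accessible. The 5 largest rises are annotated to *Snd1*, with 2 peaks, *Micall1*, *Aimp1* and *Mir7671*, and have log2 fold changes between 2.14 and 3.86 in the same table. The highest of them lies in an intron of *Snd1* on chromosome 6, from 28929199 to 28929841 (FDR 0.000761, edgeR's likelihood ratio test).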

We found 6,542 differentially accessible regions (DAR), with most having decreased accessibility in *Hmgb2*^*−/−*^ P14 T cells compared with WT (Fig. 7b). Genomic annotation showed about 17.5% of these accessibility changes were at promoters (≤1 kb) or transcription start sites (TSS) (Fig. 7b). 

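By the ChIPSeeker annotation, 15695 of the tested peaks, or 28.3%, lie at promoters within 1 kb of a TSS. They held 150 of the 1451 DAR called at |log10FC| ≥ 0.3, a share of 10.3%, and 1142 of the 6542 called at |log2FC| ≥ 0.3, a share of 17.5%. Promoter peaks were called less often than other peaks: 0.956% of them were DAR at the log10 threshold (95% Wilson interval 0.815 to 1.12). The odds ratio against all other tested peaks was 0.285 (two-sided Fisher's exact test, p = 6.39e-64). At the log2 threshold 7.28% were DAR (interval 6.88 to 7.69), with an odds ratio of 0.499. Introns held 41.2% of the DAR at the log10 threshold, with an odds ratio of 1.72, and distal intergenic peaks 31.9%, with an odds ratio of 1.44. The classes also differed in height and in their median change. Promoter peaks had a median mean log2 CPM of 4.72 and a median log2 fold change of 0.07 in the authors' deposited table, against 1.97 and -0.08 for distal intergenic peaks. When the distance to the nearest TSS was taken from GENCODE instead, 9.65% of the DAR at the log10 threshold lay at promoters.

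**Figure D1:**
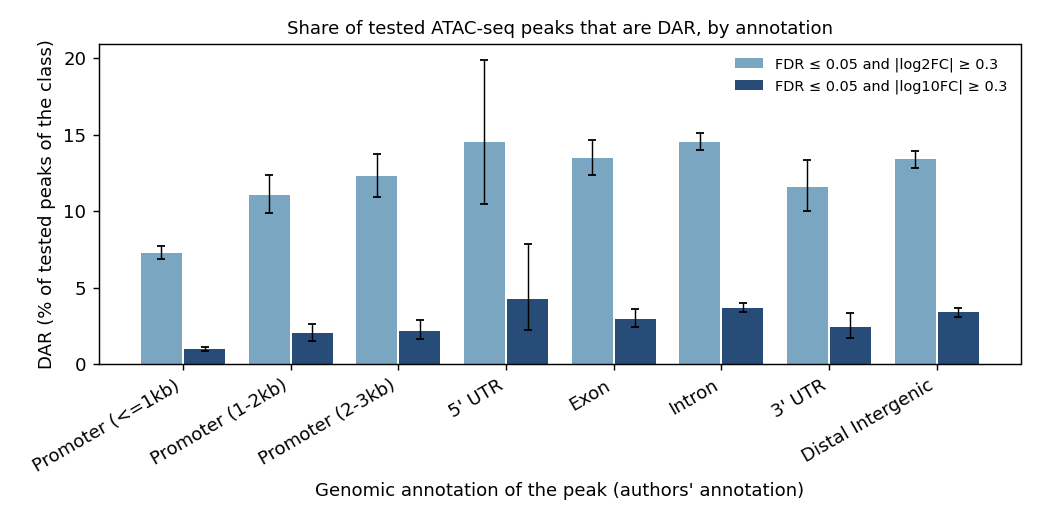
Share of tested ATAC-seq peaks that are DAR (%, y axis) in each class of genomic annotation (x axis), at FDR ≤ 0.05 with |log2FC| ≥ 0.3 (light bars) or |log10FC| ≥ 0.3 (dark bars). Error bars are 95% Wilson intervals; promoters within 1 kb have the lowest share among the classes drawn at both thresholds, 7.28% and 0.956%.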

The genes in close proximity to loci with reduced accessibility in *Hmgb2*^*−/−*^ P14 T cells were associated with Tpex cells, including *Batf, Foxo1, Id3, Ikzf2, Slamf6, Sell* and *Bach2* (Fig. 7c)^39^. 

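*Batf*, *Foxo1*, *Id3*, *Ikzf2*, *Slamf6*, *Bach2* and *Bcl2* each had at least 1 less accessible DAR at |log2FC| ≥ 0.3. At |log10FC| ≥ 0.3, *Ikzf2*, *Slamf6* and *Bach2* did. *Bach2* lies on chromosome 4 from 32238804 to 32586108 and has 32 tested peaks, of which 26 were lower in *Hmgb2*-/- P14 T cells, with a median log2 fold change of -0.31. Of these, 5 were DAR at the log10 threshold and 15 at the log2 threshold. The one with the smallest p, from 32423697 to 32425852 in an intron, has a log2 fold change of -1.05, or 2.08-fold lower (FDR 1.82e-26), in the authors' deposited table. *Ikzf2*, on chromosome 1, had 16 tested peaks, 3 of them DAR at the log10 threshold and 8 at the log2 threshold. Its peak with the smallest p, in an intron from 69555500 to 69556198, has a log2 fold change of -1.19 in the authors' deposited table (FDR 1.43e-24). *Slamf6*, also on chromosome 1, had 8 tested peaks, and its lowest p belongs to an intergenic peak from 171975098 to 171976284, with a log2 fold change of -1.14 in the authors' deposited table (FDR 4.19e-07). For *Id3* and *Foxo1* the leading DAR in the same table have log2 fold changes of -0.43 and -0.39. *Batf*, on chromosome 12, had 15 tested peaks with a median log2 fold change of 0.09. Its only DAR is an intergenic peak from 85678766 to 85680345 with a log2 fold change of -0.41 in the authors' deposited table (FDR 0.0356). The *Batf* peak with the smallest p, in an intron from 85704649 to 85706206, has a log2 fold change of 0.22 there (FDR 0.0334).
The chance that a gene had a DAR rose with its number of tested peaks. At |log2FC| ≥ 0.3, 4018 of 16237 genes with a tested peak, 24.7%, had a DAR in either direction. This share was 7.28% among genes with 1 tested peak and 83.2% among those with 10 or more.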

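*Bcl2* lies on chromosome 1 from 106538178 to 106714274 and has 8 tested peaks, 7 of them lower in *Hmgb2*-/- P14 T cells, with a median log2 fold change of -0.26. One of the 8 was a DAR, at |log2FC| ≥ 0.3 and not at |log10FC| ≥ 0.3. It lies in an intron from 106687565 to 106688828, 24351 bp from the TSS, and is 1.67-fold lower in the authors' deposited table, a log2 fold change of -0.74 (FDR 0.000494). The *Bcl2* promoter peak with the smallest p, from 106711888 to 106712914, has a log2 fold change of -0.27 in that table and was not called (FDR 0.0628).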

Notably, we also observed decreased accessibility near the pro-survival gene *Bcl2*, which is required for Tpex cell survival (Fig. 7c)^44^. This is consistent with the decreased numbers and increased cell death of *Hmgb2*^*−/−*^ Tpex cells observed during Cl13 infection (Fig. 5f, Supplementary Figs. 7a, 8b). In contrast, loci with increased accessibility in *Hmgb2*^*−/−*^ P14 T cells were near genes associated with apoptosis and terminal Tex cells, including *Tigit, Klrg1, Ccr5, Casp3, Ifng, Ctla4, Tbx21, Prf1, Adam8, Lgals3*, and *Gzmb* (Fig. 7c, d)^39^. 

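*Tigit*, *Klrg1*, *Ifng*, *Ctla4*, *Tbx21*, *Prf1*, *Adam8*, *Lgals3* and *Gzmb* each had a more accessible DAR at |log2FC| ≥ 0.3, and none of them a less accessible one. Among these genes, *Lgals3* alone had DAR at |log10FC| ≥ 0.3, with 2. The *Lgals3* peak with the smallest p lies on chromosome 14 from 47368278 to 47368768, within 1 kb of the TSS, and is 2.58-fold higher in the authors' deposited table (FDR 8.5e-14). Among the other genes, the leading DAR of *Tigit*, on chromosome 16 from 43701864 to 43702432, has a log2 fold change of 0.56 in the authors' deposited table (FDR 8.45e-06). That peak is annotated as an intron but lies outside *Tigit*, at -37718 bp from its TSS. For *Adam8* the leading DAR is a promoter peak on chromosome 7 from 139992027 to 139993052, with a log2 fold change of 0.58 (FDR 3.77e-07, the same table). *Ifng*, *Gzmb*, *Ctla4*, *Tbx21* and *Prf1* have leading DAR with log2 fold changes of 0.41, 0.35, 0.36, 0.35 and 0.35 in the authors' deposited table. None of these 5 DAR lies within 1 kb of a TSS. For *Ifng* and *Prf1* the peak with the smallest p is another peak. Its log2 fold change, 0.22 for *Ifng* and 0.25 for *Prf1*, falls short of the log2 threshold.
The Tex-associated list as a whole has 105 tested peaks. Of these, 24 were lower in *Hmgb2*-/- P14 T cells, and the median log2 fold change was 0.14. Against all tested peaks, limma's cameraPR on the signed square root of the likelihood ratio gave an adjusted p = 2.04e-07 over 6 gene lists, with the peak as its unit. The median lay above that of 98.7% of 10000 random gene lists matched on the number and height of tested peaks. These genes were chosen by the study on the same libraries, so that this is not independent evidence.

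**Figure D2:**
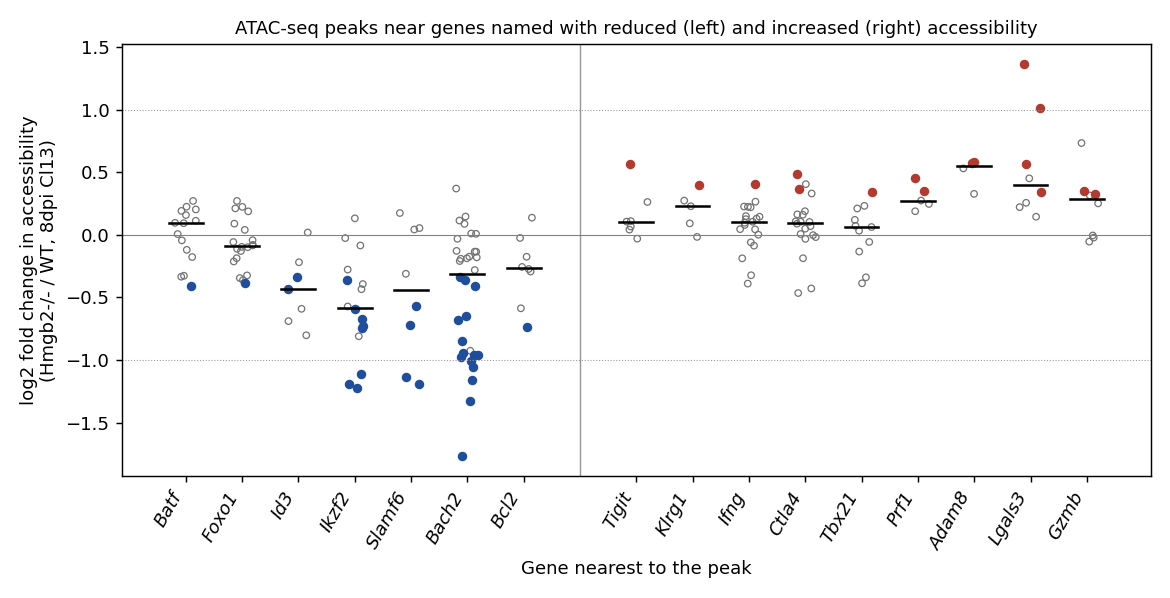
Log2 fold change of *Hmgb2*-/- over WT (y axis) for each tested peak of genes named with reduced accessibility (left) and increased accessibility (right), at 8dpi Cl13. Each circle is 1 peak, filled where it is a DAR at |log2FC| ≥ 0.3; bars are medians per gene, dotted lines mark the |log10FC| ≥ 0.3 threshold, and 2 peaks of *Lgals3* lie above it.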

We observed a similar trend when looking at promoters-TSS (≤1 kb) containing DAR. 

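At promoters within 1 kb of a TSS, 116 of the 150 DAR at |log10FC| ≥ 0.3 were less accessible in *Hmgb2*-/- P14 T cells, or 77.3%, and 34 were more accessible. At |log2FC| ≥ 0.3, 713 promoter DAR were less and 429 more accessible, or 62.4% less accessible. The direction of most promoter calls depended on the fold threshold. At FDR ≤ 0.05 alone, 753 promoter peaks were less and 1214 more accessible, so that 38.3% had lost accessibility. After the lowess trend on mean log2 CPM was removed, 66.1% of promoter DAR at the log10 threshold were less accessible.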

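*Tcf7*, *Cxcr5*, *Ccr7*, *Gata3*, *Bcl6*, *Bcl2a1c*, *Eomes* and *Il7r* each had at least 1 less accessible promoter DAR at |log2FC| ≥ 0.3, *Gata3* at 1 of 4 promoter peaks and *Il7r* at 1 of 2. At |log10FC| ≥ 0.3, 1 of 2 promoter peaks of *Tcf7* and 1 of 3 of *Cxcr5* were DAR. The *Tcf7* promoter peak with the smallest p, on chromosome 11 from 52273666 to 52276115, is 2.02-fold lower in the authors' deposited table (FDR 8.48e-25). All 3 promoter peaks of *Cxcr5* were DAR at the log2 threshold, and the one with the smallest p, on chromosome 9 from 44554989 to 44555724, is 2.75-fold lower in the authors' deposited table (FDR 2.75e-10). Of the remaining 6 genes, *Bcl2a1c* has the lowest log2 fold change in that table, -0.70, and *Il7r* the highest, -0.38. Between them, *Gata3*, with a promoter peak on chromosome 2 from 9888940 to 9890516, has -0.55, and *Ccr7*, with one on chromosome 11 from 99154009 to 99155525, has -0.40. The *Klrg1* promoter peak, on chromosome 6 from 122282525 to 122285171, has a log2 fold change of 0.40 in the authors' deposited table (FDR 0.00033), which meets the log2 threshold and not the log10 threshold.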

Promoters of genes associated with Tpex cells had reduced accessibility in *Hmgb2*^*−/−*^ P14 T cells (*Tcf7, Cxcr5, Ccr7, Gata3, Bcl6, Bcl2a1c, Eomes, Il7r*), while promoters of terminal Tex genes were more accessible (*Klrg1*, *Ccr5)* (Fig. 7e)^10,45–47^.

**Fig. 7:**
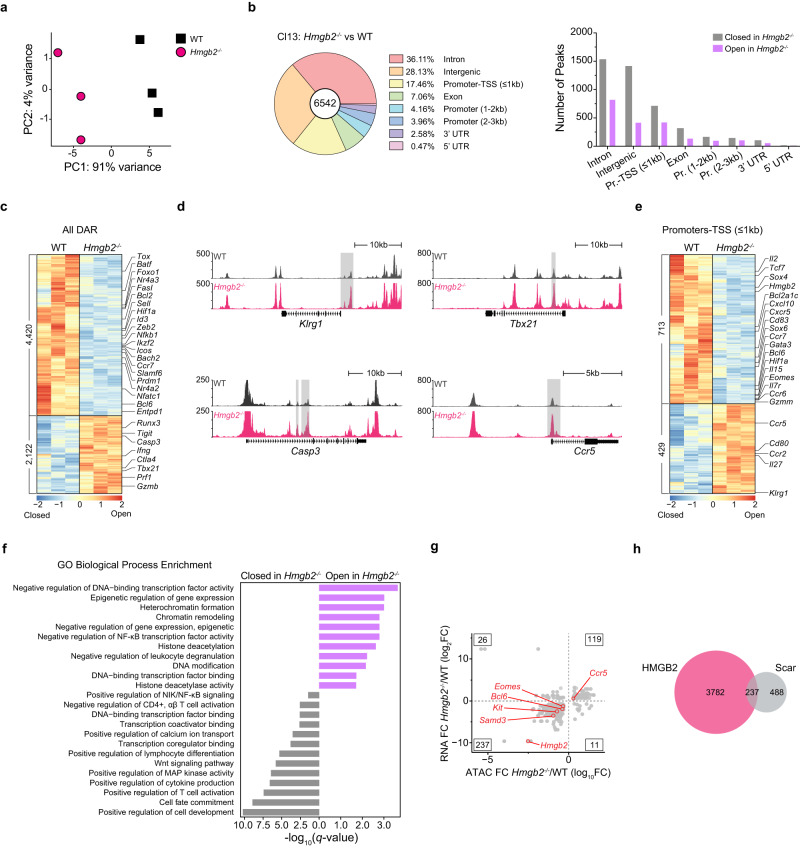
Epigenetic programming of exhausted T cells by HMGB2. ATAC-seq analysis of WT and *Hmgb2*^*−/−*^ P14 T cells at 8dpi LCMV Cl13. **a** Principal component analysis (PCA) of all samples by global chromatin accessibility profile. **b** Location of significantly differentially accessible ATAC-seq peaks (FDR ≤ 0.05, |log_10_FC | ≥ 0.3). **c** Heatmap of all significantly differentially accessible loci (DAR). Numbers on left denote number of DAR. Each column represents a biological replicate of *n* = 10 mice pooled. **d** ATAC-seq tracks of genes associated with effector (Teff) and terminal exhausted (Tex) T cells. DAR are highlighted with gray bars. **e** Heatmap of DAR within promoters-TSS (≤1 kb). Each column represents a biological replicate of *n* = 10 mice pooled. **f** Gene ontology (GO) biological process enrichment from Metascape of DAR within promoters-TSS (≤1 kb) from (**e**). **g** Fold change in ATAC accessibility versus RNA expression. Key genes with DAR in promoters-TSS (≤1 kb) are highlighted in red. Inset, table enumerating number of ATAC peak-gene pairs in each quadrant. **h** Venn diagram of overlap in significant DAR from (**c**) and scarred DAR identified in Abdel-Hakeem et al. ^21^.

To further characterize genes associated with DAR at promoters-TSS (≤ 1 kb), we performed pathway enrichment. Genes with increased accessibility at promoters in *Hmgb2*^*−/−*^ P14 T cells showed significant enrichment for GO terms associated with (i) negative regulation of DNA-binding transcription factor activity; (ii) heterochromatin formation; and (iii) negative regulation of gene expression (Fig. 7f). Conversely, genes with less accessible promoter regions in *Hmgb2*^*−/−*^ P14 T cells had significant enrichment of GO terms associated with (i) positive regulation of cell development; (ii) positive regulation of T cell activation; and (iii) transcription coregulator/coactivator binding (Fig. 7f). To assess the correlation between chromatin accessibility and gene transcription, we compared these DAR with our 8dpi Cl13 DEG (Fig. 4a, b). Overall, the epigenetic changes induced by HMGB2 corresponded to functionally relevant events, with the majority of DEG having accompanying changes in chromatin accessibility (119 upregulated DEG with increased accessibility, 237 downregulated DEG with decreased accessibility) (Fig. 7g). For instance, the promoters-TSS (≤1 kb) for *Eomes, Bcl6 and Samd3* were less accessible with lower RNA expression in *Hmgb2*^*−/−*^ P14 T cells, while the *Ccr5* promoter was more accessible with increased RNA expression in *Hmgb2*^*−/−*^ P14 T cells (Fig. 7g). 

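On the side of accessibility, the promoters of *Eomes*, *Bcl6* and *Samd3* carried a less accessible DAR at |log2FC| ≥ 0.3, and that of *Samd3* also one at |log10FC| ≥ 0.3. *Samd3*, on chromosome 10 from 26229707 to 26272172, has 4 tested peaks, all lower in *Hmgb2*-/- P14 T cells. Its promoter peak from 26229235 to 26230162 is 3.37-fold lower in the authors' deposited table (FDR 2.5e-12). The *Eomes* promoter peak, on chromosome 9 from 118476514 to 118479640, is 1.38-fold lower (FDR 0.000104), and the *Bcl6* promoter peak, on chromosome 16 from 23988025 to 23989433, 1.42-fold lower (FDR 3.63e-05, the same table). All 5 tested peaks of *Bcl6* and all 3 of *Eomes* were lower.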

We next compared our DARs from *Hmgb2*^*−/−*^ P14 T cells with previously reported epigenetically “scarred” DARs of exhausted CD8^+^ T cells^21^ and found that HMGB2 regulated ~33% of these “scarred’ signatures as early as 8dpi (Fig. 7h). Our data suggests a significant role for HMGB2 in CD8^+^ T cell chromatin accessibility, and more specifically, the opening of genomic regions associated with progenitor cells and the closing of genomic regions associated with terminal cell differentiation. Together, these data contribute to our understanding of the mechanisms by which HMGB2 regulates the development of exhausted CD8^+^ T cells.

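The 16 genes that the text names as Tpex-associated in these data have 199 tested peaks, of which 158 were lower in *Hmgb2*-/- P14 T cells. They held 65 less accessible DAR at |log2FC| ≥ 0.3 and 14 at |log10FC| ≥ 0.3, and no more accessible DAR at either. Their median log2 fold change was -0.28 (limma's cameraPR on the signed square root of the likelihood ratio, adjusted p = 1.77e-15 over 6 lists), below that of all 10000 matched random gene lists, the middle 95% of which lay between -0.10 and 0.08. As with the 11 Tex-associated genes, the study chose this list on the same libraries.
Lists named outside the ATAC-seq results were tested the same way. Every gene of the 2 Tpex lists that follow is also among the 16 above, so that these tests repeat part of that list. The RNA-seq lists come from other libraries, but from the same comparison of genotypes at 8dpi Cl13. *Bach2* has 32 and *Bcl6* 5 of the 47 tested peaks in each of the 2 Tpex lists that follow, so that these lists are not separate. *Tcf7*, *Bcl6* and *Bach2*, which the introduction names for Tpex cells, have 47 tested peaks, 39 of them lower, with a median log2 fold change of -0.34 (cameraPR, adjusted p = 4.03e-18). Of matched random lists, which take the gene as the unit where cameraPR takes the peak, 1.1% had a median as low. For *Eomes*, *Bcl6*, *Id3* and *Bach2*, named in the RNA-seq results at 8dpi Cl13, the median was -0.41 (adjusted p = 5.16e-16), and 0.09% of random lists had one as low. *Tox*, *Prdm1* and *Havcr2*, named for Tex cells in the introduction, have 81 tested peaks with a median of -0.05 (adjusted p = 0.189). They held 10 less accessible and no more accessible DAR at |log2FC| ≥ 0.3. For the list of Tex genes from the RNA-seq results, the median was 0.04 and the mean -0.03 (adjusted p = 0.706). That list held 7 less and 6 more accessible DAR at |log2FC| ≥ 0.3, and all 7 less accessible DAR were at *Tox*. *Tox* has 45 of its 102 tested peaks and 45 of the 81 before, so that the 2 Tex lists are not separate either.
From the DAR near Tpex-associated and terminal Tex-associated genes, the paper proposes that HMGB2 acts on chromatin accessibility by opening regions linked to progenitor cells and closing regions linked to terminal differentiation. The libraries were made from sorted P14 T cells in bulk, and the paper reports fewer Tpex cells among the *Hmgb2*-/- cells at 8dpi Cl13 (Fig. 5f). A lower share of Tpex cells would lower the same peaks, so that the falls are not shown to occur within each cell.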

### Cell-intrinsic HMGB2 expression in CD8^+^ T cells is required for anti-tumor responses

Since persistent antigen presentation in tumors also drives differentiation of exhausted CD8^+^ T cells, we next asked whether HMGB2 regulated tumor-specific CD8^+^ T cells. We co-transferred congenically marked (1 × 10^6^ cells/each) WT and *Hmgb2*^*−/−*^ P14 T cells at a 1:1 ratio into WT mice and subcutaneously injected B16-GP_33-41_ melanoma cells (1 × 10^6^ cells) a day later. B16-GP_33-41_ melanoma cells are highly aggressive and express the LCMV GP_33-41_ epitope, which is recognized by P14 T cells. We observed significantly decreased frequencies of *Hmgb2*^*−/−*^ P14 T cells compared to WT in the tumor and tumor-draining lymph nodes (TdLNs) at day 18 post melanoma cell injection (Fig. 8a). The numbers of *Hmgb2*^*−/−*^ P14 T cells were also significantly decreased in the tumor and TdLNs (Fig. 8b). We next evaluated the frequencies of Tpex and Tex cells by measuring TCF-1 and TIM-3 expression of tumoral WT and *Hmgb2*^*−/−*^ P14 T cells and found significantly less *Hmgb2*^*−/−*^ Tpex cells compared to WT, similar to our findings during Cl13 infection (Fig. 8c, Fig. 5f, Supplementary Fig. 7a). These data indicate HMGB2 expression is also required for the maintenance and differentiation of Tpex and exhausted CD8^+^ T cells in melanoma tumors.

**Fig. 8:**
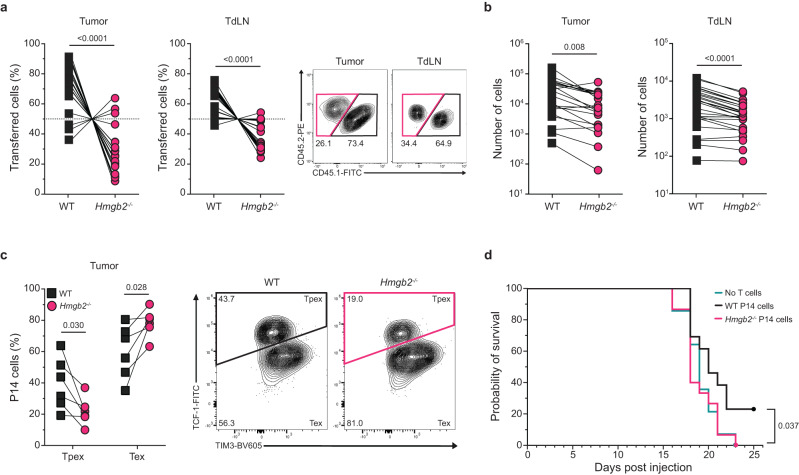
HMGB2 regulation of anti-tumor CD8^+^ T cells. WT and *Hmgb2*^*−/−*^ P14 T cells were co-transferred into WT mice at 1:1 and given B16-GP_33-41_ melanoma cells s.c. Tumors and tumor draining lymph nodes (TdLN) isolated at 18dpi. Frequencies (**a**) and numbers (**b**) of WT and *Hmgb2*^*−/−*^ P14 T cells within the tumor and TdLN at 18dpi; *n* = 21 (tumor), *n* = 27 (TdLN). **c** Frequencies of progenitor exhausted (Tpex) and terminal exhausted (Tex) T cells at 18 dpi in the tumor; *n* = 6. **d** Survival of mice with B16-GP_33-41_ melanoma and adoptive transfer of either WT, *Hmgb2*^*−/−*^, or no P14 T cells; *n* = 14. Data is mean ± s.e.m. Data are representative of three independent experiments except (**a**, **b**, **d**) which are cumulative data from two or more independent experiments. Statistical significance was calculated using a paired two-tailed Student’s *t* test (**a**–**c**) or log-rank (Mantel–Cox) test (**d**). Source data are provided as a Source Data file. (**a**) and (**f**) created with biorender.com.

To assess the role of HMGB2 expression in CD8^+^ T cells on tumor control, we adoptively transferred 1 × 10^6^ congenically marked WT or *Hmgb2*^*−/−*^ P14 T cells into separate, congenically mismatched WT mice. The next day, mice were given 1 × 10^6^ B16-GP_33-41_ melanoma cells s.c. We observed the highest median survival in mice given WT P14 T cells, with mice receiving *Hmgb2*^*−/−*^ P14 T cells or no T cells having similar survival (Fig. 8d). These findings suggest HMGB2 expression in exhausted CD8^+^ T cells is critical for anti-tumor immunity in melanoma tumors.

## Discussion

Our findings showed a cell-intrinsic role for HMGB2 in the differentiation and stemness of memory and exhausted CD8^+^ T cells in viral and tumor models. We found HMGB2 expression and upregulation in effector, memory and exhausted CD8^+^ T cells. During acute viral infection, we found an important role for HMGB2 in memory T cell differentiation of MPEC and Tcm phenotypes, and memory recall responses. In response to chronic viral infection, exhausted *Hmgb2*^−/−^ CD8^+^ T cells showed decreased progenitor exhausted T cell (Tpex) differentiation and survival, with these cells unable to persist during prolonged infection. Despite *Hmgb2*^*−/−*^ CD8^+^ T cells expressing TCF-1 and TOX master regulators, these transcription factors failed to induce the differentiation of Tpex and Tex cells. Transcriptomic and chromatin accessibility analyses revealed that HMGB2 in exhausted CD8^+^ T cells functioned to increase expression and accessibility of Tpex-specific gene signatures, while decreasing expression and chromatin accessibility of Tex gene signatures.

After acute viral infections, effector CD8^+^ T cells differentiate into memory T cells (Tmem), which self-renew, persist long term, and provide protection upon secondary infection with the same pathogen^48–51^. We found that HMGB2 regulated memory CD8^+^ T cell differentiation, as shown by the increased MPEC phenotype in *Hmgb2*^*−/−*^ CD8^+^ T cells. Interestingly, however, we observed increased apoptosis in *Hmgb2*^*−/−*^ MPECs, indicating that HMGB2 promoted the survival of this population. We also found decreased *Hmgb2*^*−/−*^ Tcm cells. Tcm cells are important for Tmem responses as they contribute to their proliferation, longevity, multipotency and recall potential^52,53^. We correspondingly found diminished maintenance and recall capacity of *Hmgb2*^*−/−*^ Tmem cells, which could be attributed to this decrease in Tcm phenotype. Additionally, although *Hmgb2*^*−/−*^ Tmem cells had high expression of the transcription factor TCF-1, a critical regulator for memory T cell transcriptional programs and Tcm-mediated recall responses^43,54,55^, they were still unable to persist and respond to secondary infection. Our findings highlight an important function of HMGB2 in the differentiation, survival, and recall function of memory CD8^+^ T cells.

Compared to effector and memory T cells, the regulation of exhausted CD8^+^ T cells remains poorly understood. Persistent Cl13 infection induces NFAT and calcineurin signaling, which induces TOX expression in CD8^+^ T cells^36,38,56^. We observed similar levels of TOX expressed in WT and *Hmgb2*^*−/−*^ CD8^+^ T cells during Cl13 infection, suggesting effective TCR, NFAT, and calcineurin signaling in *Hmgb2*^*−/−*^ CD8^+^ T cells. Accordingly, both WT and *Hmgb2*^*−/−*^ P14 T cells expanded to similar numbers by 8dpi Cl13 infection, indicating that *Hmgb2*^*−/−*^ P14 T cells were effectively primed and activated during early stages of chronic viral infection. However, despite similar phenotypes and initial responses of exhausted WT and *Hmgb2*^*−/−*^ P14 T cells, *Hmgb2*^*−/−*^ P14 T cells drastically declined after 8dpi Cl13 infection and did not persist. During Cl13 infection, it has been shown that the transcription factors TOX and TCF-1 are critical to form exhausted T cells^2,37^. However, the loss of exhausted *Hmgb2*^*−/−*^ P14 T cells was not due to diminished TOX or TCF-1 expression, as both transcriptional regulators were expressed at similar levels to WT. Importantly, TOX and TCF-1 were insufficient to establish and sustain *Hmgb2*^*−/−*^ Tex cells throughout Cl13 infection. This links HMGB2 proteins with TOX and TCF-1 regulation of exhausted T cell differentiation.

HMGB2 proteins regulate cellular stemness, as shown by defects in various differentiation programs in *Hmgb2*^*−/−*^ mice^57–61^. During chronic infection, stem-like Tpex cells arise, which can self-renew and seed the Tex pool. Using transcriptomics, we found HMGB2 positively regulated the expression of Tpex cell-associated genes and correspondingly, we found HMGB2 positively regulated Tpex cell frequencies, numbers, and survival. HMGB2’s regulation of Tpex cell differentiation and long-term maintenance is similar to that of TCF-1, a key transcriptional regulator of Tpex-specific programming; *Tcf7*^*−/−*^ CD8^+^ T cells fail to develop into Tpex cells and decline throughout Cl13 infection^2,62^. However, despite the loss of *Hmgb2*^*−/−*^ Tpex cells, *Hmgb2*^*−/−*^ T cells had similar frequencies of TCF-1^+^ cells compared to WT. Furthermore, exhausted *Tcf7*^*−/−*^ CD8^+^ T cells have increased expression of *Hmgb2* compared to TCF-1^+^ CD8^+^ T cells^2^. Together, these data suggest HMGB2 and TCF-1 co-regulate Tpex cell differentiation. There is significant clinical interest in understanding the differentiation of Tpex cells for immunotherapy use in cancer and chronically infected patients; Tpex cells provide the effector T cell proliferative burst after immune checkpoint blockade (ICB) and may have therapeutic predictive value in patients^10,15,16,63,64^. Although we did not evaluate the response of *Hmgb2*^*−/−*^ Tpex cells to anti-PD-1/anti-PD-L1 blockade, we observed a defect in their reinvigoration with secondary Arm infection. Therefore, combining HMGB2 modulation with anti-PD-1/anti-PD-L1 therapy may enhance and preserve Tpex differentiation and increase clinical efficacy in the settings of chronic infections and cancer. Together, our findings showed HMGB2 regulates the differentiation, survival, and reinvigoration of Tpex cells, and may help predict ICB efficacy.

Exhausted T cells develop permanent epigenetic marks early in their differentiation, with additional epigenetic changes acquired at later stages of exhaustion^4,5,8^. Since the epigenetic program of exhausted T cells is relatively stable, ICBs can only transiently reinvigorate exhausted T cells, as they reacquire their exhausted epigenetic program over time^11,18,21–23^. Combining chromatin remodeling with ICBs may represent a new clinical approach to increase the reinvigoration potential of exhausted T cells. Therefore, identifying exhaustion-specific epigenetic regulators is a pressing clinical need for patients with chronic diseases. HMGB2 is a known chromatin modifier, but its role in the chromatin remodeling and epigenetic programming of exhausted T cells is not known. Here, we found that HMGB2 regulated the accessibility of genomic regions in exhausted T cells, with most of these changes corresponding to functionally relevant events in gene transcription. HMGB2 directly supported the accessibility of Tpex associated genes, many of which are regulated by the transcription factor TCF-1, while decreasing the accessibility of genes associated with Tex cells and apoptosis. Therefore, we hypothesize that HMGB2 supports Tpex cell differentiation by modulating the accessibility and expression of genes regulated by TCF-1 and possibly other critical transcriptional regulators. Notably, Ingenuity Pathway Analysis (IPA) identified the TCF-1 master regulatory pathway as being one of many significantly inhibited in *Hmgb2*^*−/−*^ P14 T cells, suggesting HMGB2 is required for TCF-1 mediated transcriptional programs in exhausted T cells. HMGB2 may enhance TCF-1 binding to its targets, as it does with LEF-1, a transcription factor functionally similar to TCF-1^60,65^. Furthermore, TCF-1 and LEF1 have been shown to regulate CD8^+^ T cell identity and function, with ablation of these transcription factors resulting in expression of non-T cell lineage genes^66^. Although exhausted *Hmgb2*^*−/−*^ P14 T cells had high TCF-1 expression, we found similar aberrant T cell gene expression at 20dpi Cl13 (*Cd19, Cd4*, and immunoglobulins). We propose that HMGB2 and TCF-1 co-regulate exhaustion-specific transcriptional and epigenetic programs in CD8^+^ T cells through chromatin remodeling and facilitating transcription factor binding.

In summary, we show that *Hmgb2* expression is required for the differentiation and survival of memory and Tpex cells during acute and chronic viral infection, respectively. We detected HMGB2 expression in naïve, effector, memory, and exhausted T cells after LCMV infection in mice, with higher levels during persistent infection. In the setting of acute viral infection, *Hmgb2*^*−/−*^ memory CD8^+^ T cells developed, but they were defective in their differentiation and recall capacity. During chronic Cl13 infection, *Hmgb2*^*−/−*^ CD8^+^ T cells initially proliferated and expanded to similar levels as WT but were severely hindered in their formation of Tpex cells, thus preventing long-term exhausted T cell responses. We found HMGB2 increased the accessibility of signature genes which promoted the transcriptional programming, differentiation, and maintenance of Tpex cells. We also observed decreased *Hmgb2*^*−/−*^ Tpex cells in melanoma tumors and tumor-draining lymph nodes, indicating HMGB2 sustains exhausted T cells in multiple models of persistent antigen. We found a previously unidentified role for HMGB2 in the differentiation and survival of functional memory and exhausted T cells, with vast implications for secondary reinfections and immunotherapies to cancer and chronic viruses. This understanding of HMGB2’s role in exhausted T cell stemness and its contribution to TCF-1 and TOX mediated regulation of exhaustion shows that HMGB2 is an indispensable partner of TCF-1 and TOX in the formation and maintenance of exhausted T cells.

## Methods

### Reagent

For a complete list of reagents, see Supplementary Table 1

### Mice

All experimental animal procedures were approved by the Institutional Animal Care and Use Committee of University of California, Irvine (AUP-21-124) and complied with all relevant ethical regulations for animal testing and research. Mice were housed in an animal facility at UCI on a 12-hour light/12-hour dark cycle at ~72°F and ~55% humidity. C57BL/6J and B6.SJL-*Ptpr*^*a*^ *Pepc*^*b*^/BoyJ mice were purchased from the Jackson Laboratory, then bred in SPF facilities. P14 mice were obtained from The Scripps Research Institute (originally from Dr. Charles D. Surh). These mice were bred to Ly5.1 (B6.SJL-*Ptprc*^*a*^ *Pepc*^*b*^/BoyJ) mice and to *Hmgb2*^*−/−*^ mice, which were generously provided by Dr. Marco Bianchi (San Raffaele Scientific Institute, Milan, Italy). Male and female mice ≥ 6 weeks of age were used in experiments. Mouse selection for experiments was not formally randomized or blinded.

### Virus infection and titers

LCMV Armstrong (Arm) and Clone 13 (Cl13) strains were propagated in baby-hamster kidney cells and titrated on Vero African-green-monkey kidney cells. Frozen stocks were diluted in Vero cell media and 2 × 10^5^ plaque-forming units (PFUs) of LCMV Arm were injected intraperitoneally (i.p.) and 2 × 10^6^ PFUs of LCMV Cl13 were injected intravenously (i.v.). Virus titers were determined from serial dilutions of either sera or tissues taken from mice using a plaque assay.

### T cell adoptive transfer

Bulk CD8^+^ T cells were enriched from spleens and lymph nodes (LNs) of WT (*Hmgb2*^+/+^) or *Hmgb2*^−/−^ P14 transgenic mice by column-free magnetic negative selection. Single-cell suspensions from pooled spleen and LNs were incubated with biotinylated antibodies against CD4 (GK1.5), B220 (RA3-6B2), CD19 (6D5), CD24 (M1/69), CD11b (M1/70), and CD11c (N418). Non-CD8^+^ cells were removed by mixing labeled cell suspension with Streptavidin RapidSpheres (Stemcell technologies) at room temperature (RT) for 5 min, followed by two-5 min incubations in an EasyEights EasySep Magnet (Stemcell technologies). The unbound CD8^+^ T cells were washed in sterile PBS (1x) with FBS (2%), and purity was determined on a flow cytometer. For single-transfer studies, WT and *Hmgb2*^−/−^ P14 T cells were transferred into separate new WT hosts of the opposite congenic marker (1 × 10^3^ i.v. for virus studies, 1 × 10^6^ for tumor survival studies). For co-transfer studies, WT and *Hmgb2*^−/−^ P14 T cells were mixed at a 1:1 ratio (1 × 10^3^ i.v. per cell-type for virus studies, 1 × 10^6^ i.v. per cell type for tumor studies) and injected into new WT recipient mice i.v. Within 18–24 h post-transfer, recipient mice were inoculated with LCMV Arm (2 × 10^5^, i.p.), LCMV Cl13 (2 × 10^6^ PFU, i.v.), or B16-GP_33-41_ tumor cells (1 × 10^6^, s.c.). For re-challenge experiments, live (PI^−^) WT and *Hmgb2*^−/−^ P14 T cells were sorted at >95% purity from spleens and LNs at 30dpi or 68dpi using a BD FACSAria sorter. Cell numbers were normalized and transferred into new hosts (2 × 10^3^ i.v. per cell-type) that were subsequently infected with LCMV Arm (2 × 10^5^ PFU, i.p.).

### B16-GP_33-41_ tumor model and digestion

B16-GP_33-41_ melanoma cells were kindly provided by Dr. Ananda Goldrath. All cell lines maintained in Iscove’s Modified Dulbecco’s medium supplemented with 10% fetal bovine serum (FBS) and antibiotics. All cell lines were free of mycoplasma. For co-transfer and survival tumor experiments, mice were injected subcutaneously (s.c.) with 1 × 10^6^ tumor cells. Tumor size was measured by caliper daily for calculation of B16-GP_33-41_ tumor volume and tumors of <1800mm^3^ were designated as surviving per IACUC protocol. Tumors were weighed at time of excision before being minced and digested in gentleMACS C Tubes for 40 min at 37 °C using the gentleMACS Dissociator (Miltenyi). Digests were then passed through a 70-μm cell strainer to generate a single-cell suspension. The cells were then stained for flow cytometry.

### Antibodies

The following fluorochrome-conjugated antibodies were used (clone mentioned in parentheses). From Abcam: anti-HMGB2 unconjugated (ERP6302), dilution 1:100. From BD: anti-Ly108-BV421 (13G3), 1:200; anti-Ly108-PE (13G3), 1:200; anti-TCR Vß8.1.2-FITC (MR5-2), 1:200. From BioLegend: anti-Bcl6-APC (7D1), dilution 1:200; anti-CCR7-BV605 (4B12), 1:200; anti-CCR7-PE (4B12), 1:200; anti-CD127-BV605 (A7R34), 1:200; anti-CD223-PerCP5.5 (C9B7W), 1:200; anti-CD279-BV510 (29F.1A12), 1:200; anti-CD279-PE-Cy7 (29F.1A12), 1:200; anti-CD44-APC-Cy7 (IM7), 1:200; anti-CD44-PE (IM7), 1:200; anti-CD45.1-APC (A20), 1:200; anti-CD45.1-FITC (A20), 1:200; anti-CD45.1-Pacific Blue (A20), 1:200; anti-CD45.1-PE-Cy7 (A20), 1:200; anti-CD45.2-APC (104), 1:200; anti-CD45.2-APC-Cy7 (104), 1:200; anti-CD45.2-BV605 (104), 1:200; anti-CD45.2-FITC (104), 1:200; anti-CD45.2-Pacific Blue (104), 1:200; anti-CD45.2-PE (104), 1:200; anti-CD45.2-PE-Cy7 (104), 1:200; anti-CD62L-PE (MEL-14), 1:200; anti-CD62L-PerCP (MEL-14), 1:200; anti-CD69-PE-Cy7 (H1.2F3), 1:200; anti-CD8α-APC (53-6.7), 1:200; anti-CD8α-BV510 (53-6.7), 1:200; anti-CD8α-BV605 (53-6.7), 1:200; anti-CD8α-BV785 (53-6.7), 1:200; anti-CD8α-Pacific Blue (53-6.7), 1:200; anti-CD8α-PE (53-6.7), 1:200; anti-CD8α-PE-Cy7 (53-6.7), 1:200; anti-CXCR5-APC-Cy7 (L138D7), 1:200; anti-IFN-γ-APC (XMG1.2), 1:100; anti-IFN-γ-FITC (XMG1.2), 1:100; anti-IL-2-PE (JES6-5H4), 1:100; anti-KLRG1-APC (2F1/KLRG1), 1:200; anti-KLRG1-FITC (2F1/KLRG1), 1:200; anti-TCR Vα2-PE (B20.1), 1:200; anti-TNF-PE-Cy7 (MP6-XT22), 1:100; Biotin anti-CD11b (M1/70), 1:30; Biotin anti-CD11c (N418), 1:30; Biotin anti-CD16/32 (93), 1:30; Biotin anti-CD19 (6D5), 1:30; Biotin anti-CD24 (M1/69), 1:30; Biotin anti-CD4 (GK1.5), 1:30; Biotin anti-CD45R/B220 (RA3-6B2), 1:30; Donkey anti-rabbit IgG-AF488 (Poly4064), 1:200; Donkey anti-rabbit IgG-AF647 (poly4064), 1:200. From Cell Signaling: anti-TCF1/TCF7-AF488 (C63D9), 1:100; anti-TCF1/TCF7-Pacific Blue (C63D9), 1:100. From Fisher: Granzyme B (GB12), 1uL/well; Ki-67 FITC (B56), 1:20; 7-AAD, 1:20. From Miltenyi: anti-TOX-PE (REA473), 1:100. From National Institute of Health (NIH) tetramer core: H-2Db-GP33-41 tetramer, 1:200; H-2Db-GP276-286 tetramer, 1:200; H-2Db -NP396-404 tetramer, 1:200.

### Flow cytometry

For cell surface staining, 2 × 10^6^ cells were incubated with antibodies in staining buffer (PBS, 2% FBS and 0.01% NaN_3_) at 4 °C. For tetramer surface staining, 2 × 10^6^ cells were stained with conjugated H-2D^b^-GP_33–41_, H-2D^b^-GP_276-286_, or H-2D^b^-NP_396–404_ tetramers (NIH core facility) for 1 h and 15 min at RT in staining buffer. For intracellular cytokine staining, cells were resuspended in complete RPMI-1640 (containing 10 mM HEPES, 1% nonessential amino acids and L-glutamine, 1 mM sodium pyruvate, 10% heat inactivated FBS and antibiotics) supplemented with 50 U/mL IL-2 (NCI) and 1 mg/mL brefeldin A (BFA, Sigma), and then incubated with 2 mg/mL LCMV GP_33-41_ peptide (AnaSpec) at 37 °C for 4 h. Cells were then fixed and permeabilized using a Cytofix/Cytoperm Kit (BD Biosciences) before staining. For intranuclear transcription factor staining, cells were fixed and permeabilized using a Foxp3/transcription factor fixation/permeabilization kit (Fisher). Surface stains were performed at a 1:200 dilution, while intracellular and intranuclear stains performed at a 1:100 dilution. Caspase3 staining was done using CaspGLOW Fluorescein Active Caspase-3 staining kit (ThermoFisher) following manufacturer’s instructions. All data were collected on a Novocyte3000 (Agilent) and analyzed using FlowJo v10.9.1 (Tree Star).

### Imaging flow cytometry

For imaging flow cytometry, negative selection was performed (above) to isolate CD8^+^ T cells and cells were stained as described previously. Zombie staining was done using Zombie Aqua Fixable Viability Kit (BioLegend) as outlined by manufacturer’s instructions. 7-ADD (Fisher) was used to stain nuclei per manufacturer’s instructions. Cells were resuspended at 2 × 10^7^ cells/mL and run on an Amnis ImageStream X Mark II imaging flow cytometer (EMD Millipore) and analyzed using IDEAS software (EMD Millipore).

### In vivo proliferation

Mice were injected i.p. with 2 mg BrdU (Sigma-Aldrich) 16 h before removing spleens at 8dpi to measure proliferation. Cells were stained intracellularly using FITC BrdU Flow kit (BD Biosciences) following the manufacturer’s instructions. Cells were acquired with a Novocyte3000 flow cytometer.

### Comet assay

Co-transferred live (PI^-^) WT and *Hmgb2*^−/−^ P14 T cells were sorted at >95% purity from spleens and LNs of LCMV Arm or Cl13 infected mice at 8dpi using a BD FACSAria sorter. U2OS cells were cultured in DMEM supplemented with 10% fetal bovine serum, 1% l-Glutamine, and 1% penicillin/streptomycin. Single‐cell alkaline gel electrophoresis was performed with comet assay Kit (Abcam) following the manufacturer’s instructions. Images were captured using a Leica DMi8 THUNDER microscope. Comet olive tail moments of 100 cells were analyzed using CometScore software version 2.0.0.38.

### Western Blot

Co-transferred live (PI^-^) WT and *Hmgb2*^−/−^ P14 T cells were sorted at >95% purity from spleens and LNs of LCMV Arm or Cl13 infected mice at 8dpi using a BD FACSAria sorter. Cells were lysed and blots were stained for Phospho-H2AX (Ser139) (1:1000) and Histone H3 (1:140000).

### Bulk RNA-Seq RNA isolation and library preparation

For 8dpi studies, WT and *Hmgb2*^−/−^ P14 T cells were transferred into five separate mice each before infection with either LCMV Arm or Cl13. For 20dpi studies, WT and *Hmgb2*^−/−^ P14 T cells were co-transferred at 1:1 into 10 mice before infection with LCMV Cl13. On 8dpi or 20dpi, spleens and LNs were pooled based on infection type and P14 genotype. Live (PI^-^) WT and *Hmgb2*^−/−^ P14 were sorted at >95% purity (8dpi:~1 × 10^6^ per condition; 20dpi: ~300k WT, ~100k *Hmgb2*^−/−^) and resuspended in RLT Buffer and BME before storage at −80 °C. Each experiment was performed three times to represent three biological replicates. Total RNA was monitored for quality control using the Agilent Bioanalyzer Nano RNA chip and Nanodrop absorbance ratios for 260/280 nm and 260/230 nm. Library construction was performed according to the Illumina TruSeq mRNA stranded protocol. The input quantity for total RNA within the recommended range and mRNA was enriched using oligo dT magnetic beads. The enriched mRNA was chemically fragmented. First-strand synthesis used random primers and reverse transcriptase to make cDNA. After second strand synthesis the ds cDNA was cleaned using AMPure XP beads and the cDNA was end repaired and then the 3′ ends were adenylated. Illumina barcoded adapters were ligated on the ends and the adapter ligated fragments were enriched by nine cycles of PCR. The resulting libraries were validated by qPCR and sized by Agilent Bioanalyzer DNA high-sensitivity chip. The concentrations for the libraries were normalized and then multiplexed together. The multiplexed libraries were sequenced using paired-end 100 cycles chemistry on the NovaSeq 6000.

### Bulk RNA-Seq data analysis

Post-processing of the run to generate FASTQ files was performed at the Institute for Genomics and Bioinformatics (UCI IGB). *PcaHubert* was used to identify any outlier samples, which were removed from further analysis^67^. The quality of the sequencing was first assessed using the *fastQC* tool (v0.11.9). Raw reads were then quality trimmed and filtered by a length of 20 bases using *trimmomatic* (v0.39). Trimmed reads were analyzed with the mouse Grcm38 reference genome using pseudo aligner Salmon (v1.2.1) and resulting quantification files were imported using R package *tximport* to get TPM values for all annotated mouse genes. Differential analysis was done using R package *DESeq2* (v1.22.2) with an FDR cut off of 0.05. PCA was done using R packages *DESeq2* and *pheatmap*. For downstream analysis, genes with adjusted *p*-value ≤ 0.1 and |log_2_FC | ≥ 0.5 were included. Gene ontology functional enrichment of gene expression changes in WT and *Hmgb2*^*−/−*^ P14 T cells were performed using Metascape (http://metascape.org).

### ATAC-Seq library preparation

WT and *Hmgb2*^−/−^ P14 T cells were co-transferred at 1:1 into 10 mice before infection with LCMV Cl13. On 8dpi, spleens and LNs were pooled (samples are pooled from 10mice/group). Live (PI^-^) WT and *Hmgb2*^−/−^ P14 were sorted at >95% purity (2 × 10^5^ WT, 2 × 10^5^ *Hmgb2*^−/−^). Each experiment was performed three times to represent three biological replicates. Following the Omni-ATAC protocol, samples were lysed in lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 10% Np-40, 10% Tween, and 1% Digitonin) on ice for 3 min^68^. Immediately following lysis, nuclei were spun at 500 g for 10 min at 4 °C to remove supernatant. Nuclei were then incubated with Tn5 transposase for 30 min at 37 °C. Tagmented DNA was purified using AMPure XP beads and PCR was performed to amplify the library under the following conditions: 72 °C for 5 min; 98 °C for 30 s; 5 cycles of 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min; hold at 4 °C. Libraries were then purified with warm AMPure XP beads and quantified on a Bioanalyzer. Libraries were multiplexed and sequenced to a depth of 50million 100 bp paired reads on a NextSeq 500.

### ATAC-Seq data analysis

Paired ended reads from sequencing were QC analyzed with fastqQC (v.11.9) and aligned to mouse mm10 reference genome using bowtie2 (v2.4.1). Mitochondrial reads and reads mapped to dark list (ENCODE Stanford version) were excluded from the downstream analysis. Duplicated reads were removed using Picard tools (v2.27.1). A union peak list was created by merging processed reads from all samples and then calling peaks using MACS2 (v2.7.1) (-q 0.01 --keep-dup all -f BAMPE). The number of reads in each peak were then counted using featureCounts (Rsubread v2.6.4) to create a counts matrix. Normalization of counts matrix was performed using DESeq2 (v1.32.0). Differentially expressed peaks were determined using edgeR (v3.34.1) with an FDR cut-off of 0.05 and a |log_10_FC| cut-off of ≥ 0.3. Peaks were annotated using ChIPSeeker (v1.34.0). Functional enrichment of promoter regions was performed using Metascape (http://metascape.org).

### Quantification and statistical analysis

Flow cytometry data were analyzed with FlowJo v10.9.1 (Tree Star). Bulk RNA-seq and ATAC-seq figures were prepared using RStudio software. Graphs were prepared with Prism 9 (GraphPad Software). Prism was used for statistical analysis to compare outcomes using a two-tailed unpaired Student’s *t* test, Mann–Whitney or two-tailed paired Student’s *t* test where indicated; significance was set to *P* ≤ 0.05. Error bars show SEM.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source Data

## Data Availability

The authors declare that all supporting data are available within the article, Supplementary Information or from the author upon request. Source data are provided with this paper. RNA-seq and ATAC-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through the GEO SuperSeries accession number: GSE237813. Source data are provided with this paper.

# Supplementary material for: HMGB2 regulates the differentiation and stemness of exhausted CD8+ T cells during chronic viral infection and cancer
**Source:** Nat Commun. 2023 Sep 13;14:5631. doi: 10.1038/s41467-023-41352-0
**Supplement:** Supplementary file 1 — Supplementary Information

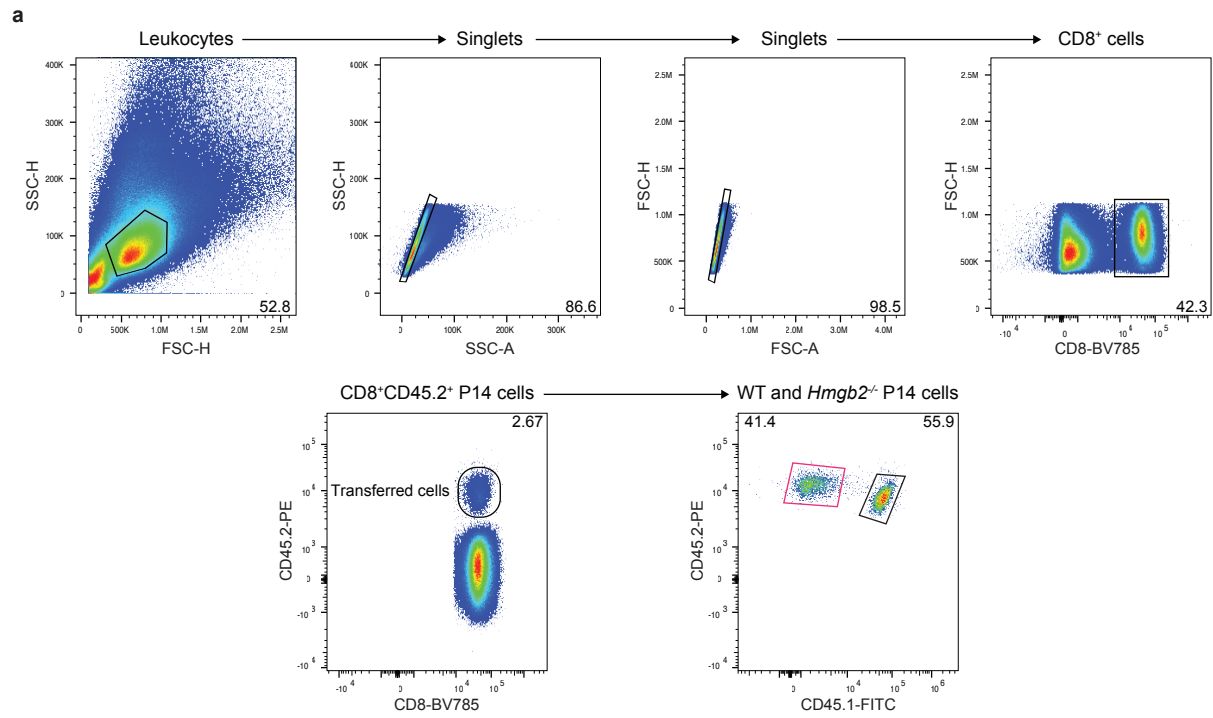

## Supplementary Figure 1. Gating strategy

(a) Gating strategy used in co-adoptive transfer experiments.

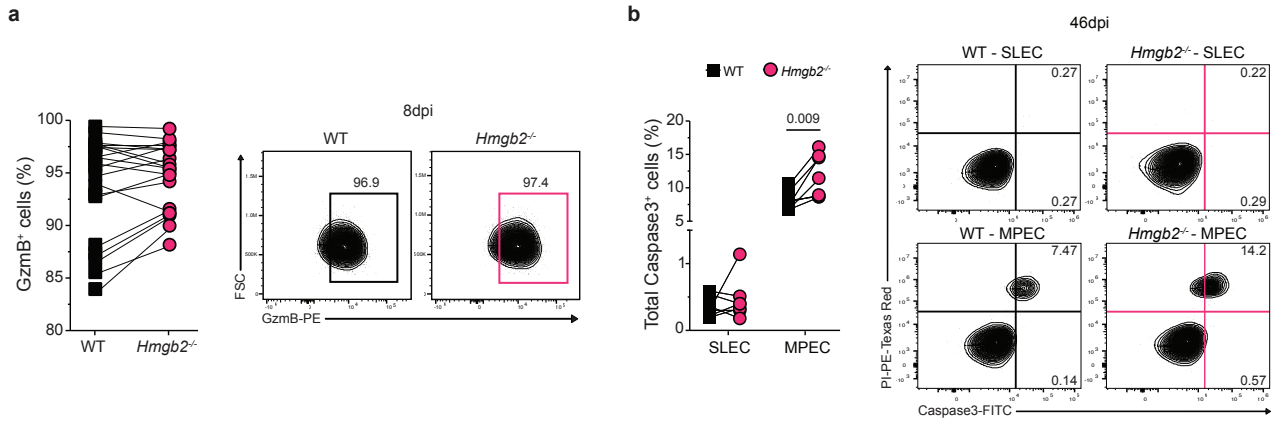

### Supplementary Figure 2. Function and differentiation of *Hmgb2*<sup>-/-</sup> CD8<sup>+</sup> T cells during acute LCMV infection

(a) Frequencies of GranzymeB<sup>+</sup> WT and *Hmgb2*<sup>-/-</sup> P14 T cells at 8dpi LCMV Arm in the blood;  $n = 20$ . (b) Frequency of total Caspase3<sup>+</sup> splenic WT and *Hmgb2*<sup>-/-</sup> short-lived effector (SLEC) and memory precursor effector (MPEC) P14 T cells at 46dpi Arm;  $n = 7$ . Data is mean  $\pm$  s.e.m. Data are representative of three independent experiments except (a) which is cumulative data from three independent experiments. Statistical significance was calculated using a paired two-tailed Student's  $t$ -test. Source data are provided as a Source Data file.

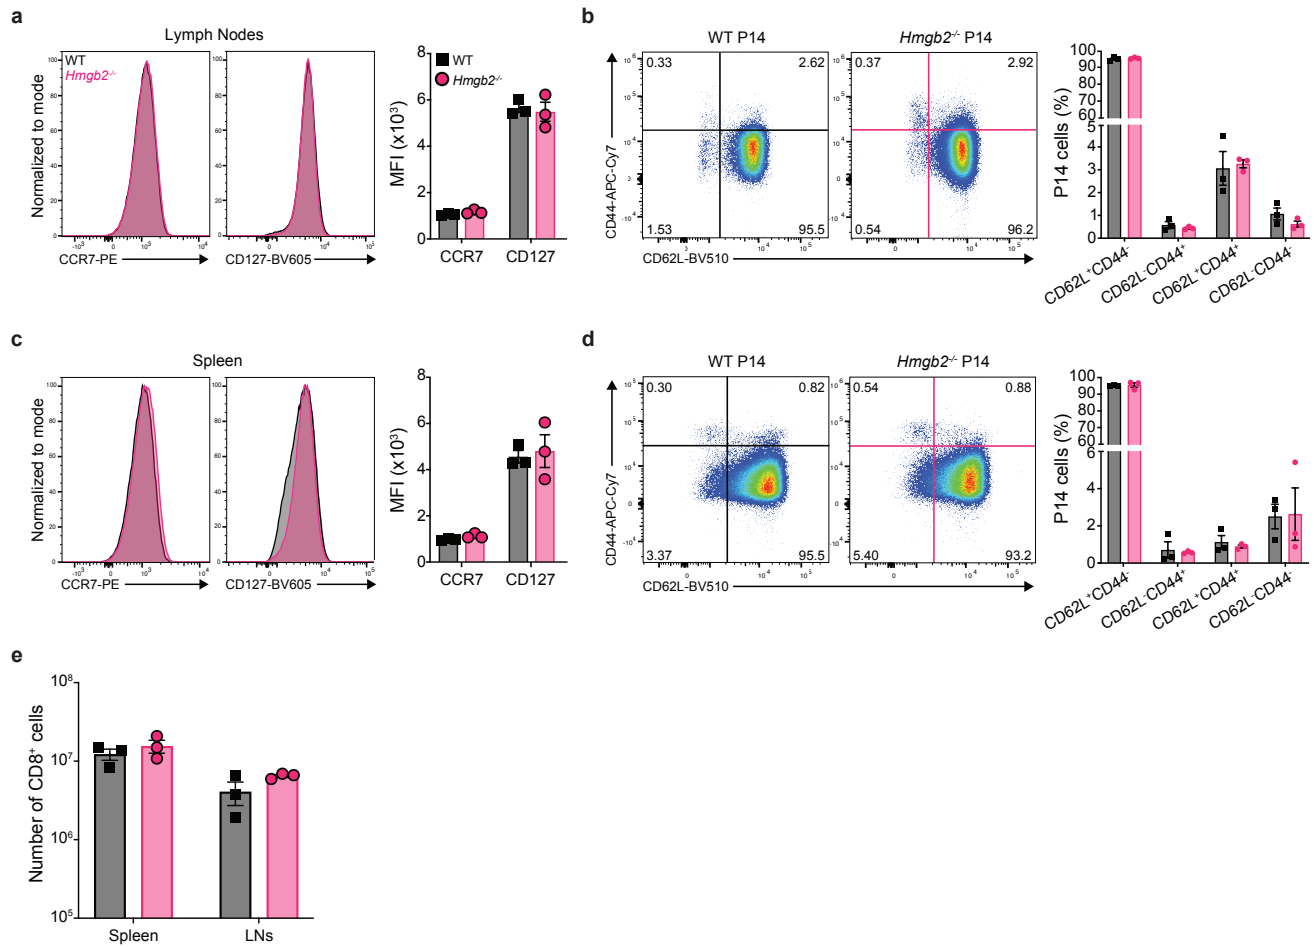

### Supplementary Figure 3. HMGB2 expression is dispensable for naïve CD8<sup>+</sup> T cell development

CCR7/CD127 (a) and CD44/CD62L (b) protein expression of naïve WT and *Hmgb2*<sup>-/-</sup> P14 T cells isolated from lymph nodes of uninfected mice;  $n = 3$ . CCR7/CD127 (c) and CD44/CD62L (d) protein expression of naïve WT and *Hmgb2*<sup>-/-</sup> P14 T cells isolated from spleens of uninfected mice;  $n = 3$ . (e) Number of naïve WT and *Hmgb2*<sup>-/-</sup> CD8<sup>+</sup> T cells;  $n = 3$ . Data is mean  $\pm$  s.e.m. Data are representative of three independent experiments. Statistical significance was calculated using an unpaired two-tailed Student's *t*-test followed by Mann-Whitney test. Source data are provided as a Source Data file.

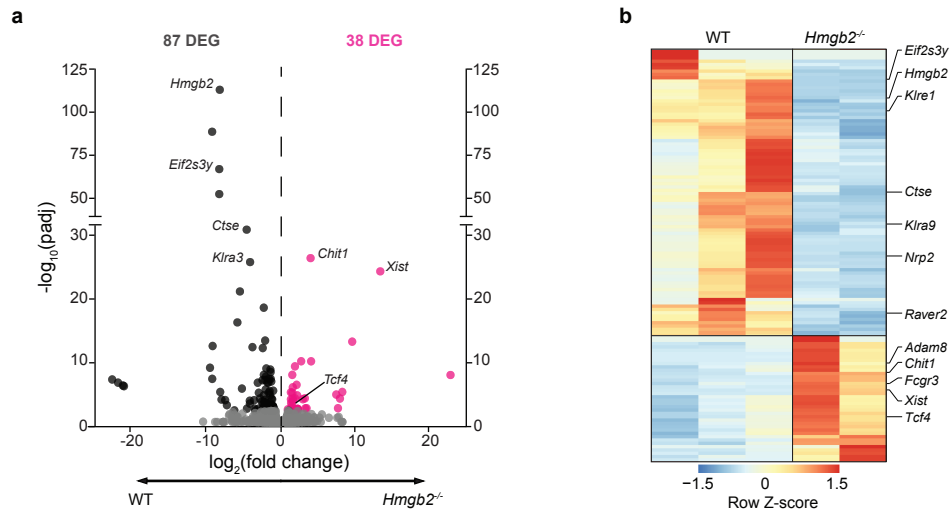

### Supplementary Figure 5. Transcriptomics of WT and *Hmgb2*<sup>-/-</sup> CD8<sup>+</sup> T cells after acute viral infection

(a) Volcano plot highlighting differentially expressed genes (DEG) between WT and *Hmgb2*<sup>-/-</sup> P14 T cells at 8dpi LCMV Arm infection from Fig. 4a. Significant DEG ( $\text{padj} \leq 0.1$ ) were determined using *DESeq2* and are colored (pink = upregulated in *Hmgb2*<sup>-/-</sup> P14 T cells; black = upregulated in WT P14 T cells). (b) Heatmap of average normalized expression of significant DEG. Each column represents one independent experiment with  $n = 5$  mice pooled.

a

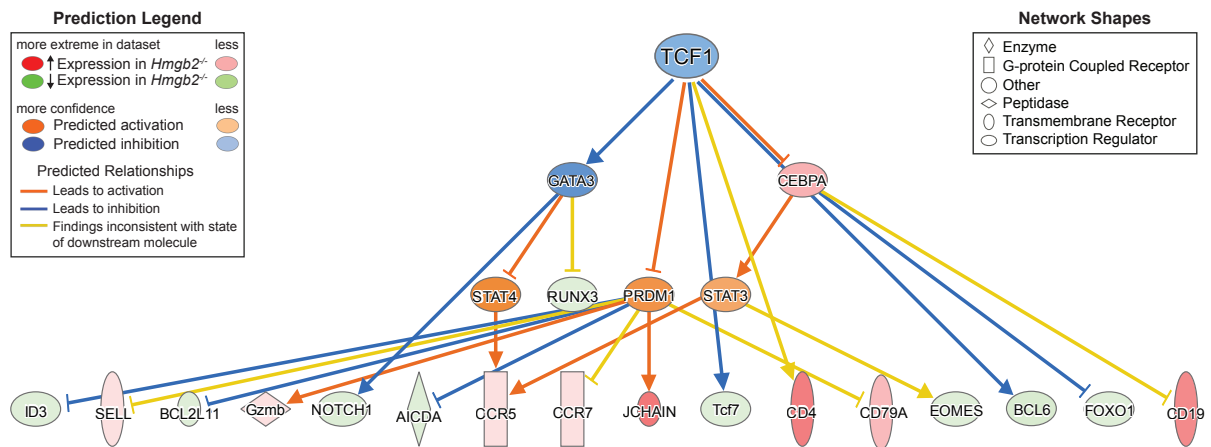

## Supplementary Figure 6. HMGB2 regulates TCF-1 transcriptional network in CD8<sup>+</sup> T cells during CI13 infection

(a) TCF-1 causal network identified with Ingenuity Pathway Core Analysis (IPA) (activation z-score = -3.236, network bias-corrected *p*-value = 0.00001). Input was differentially expressed genes (DEG) (*p*<sub>adj</sub> ≤ 0.1, |log<sub>2</sub>FC| ≥ 0.5) between WT and *Hmgb2*<sup>-/-</sup> P14 T cells at 20dpi CI13.

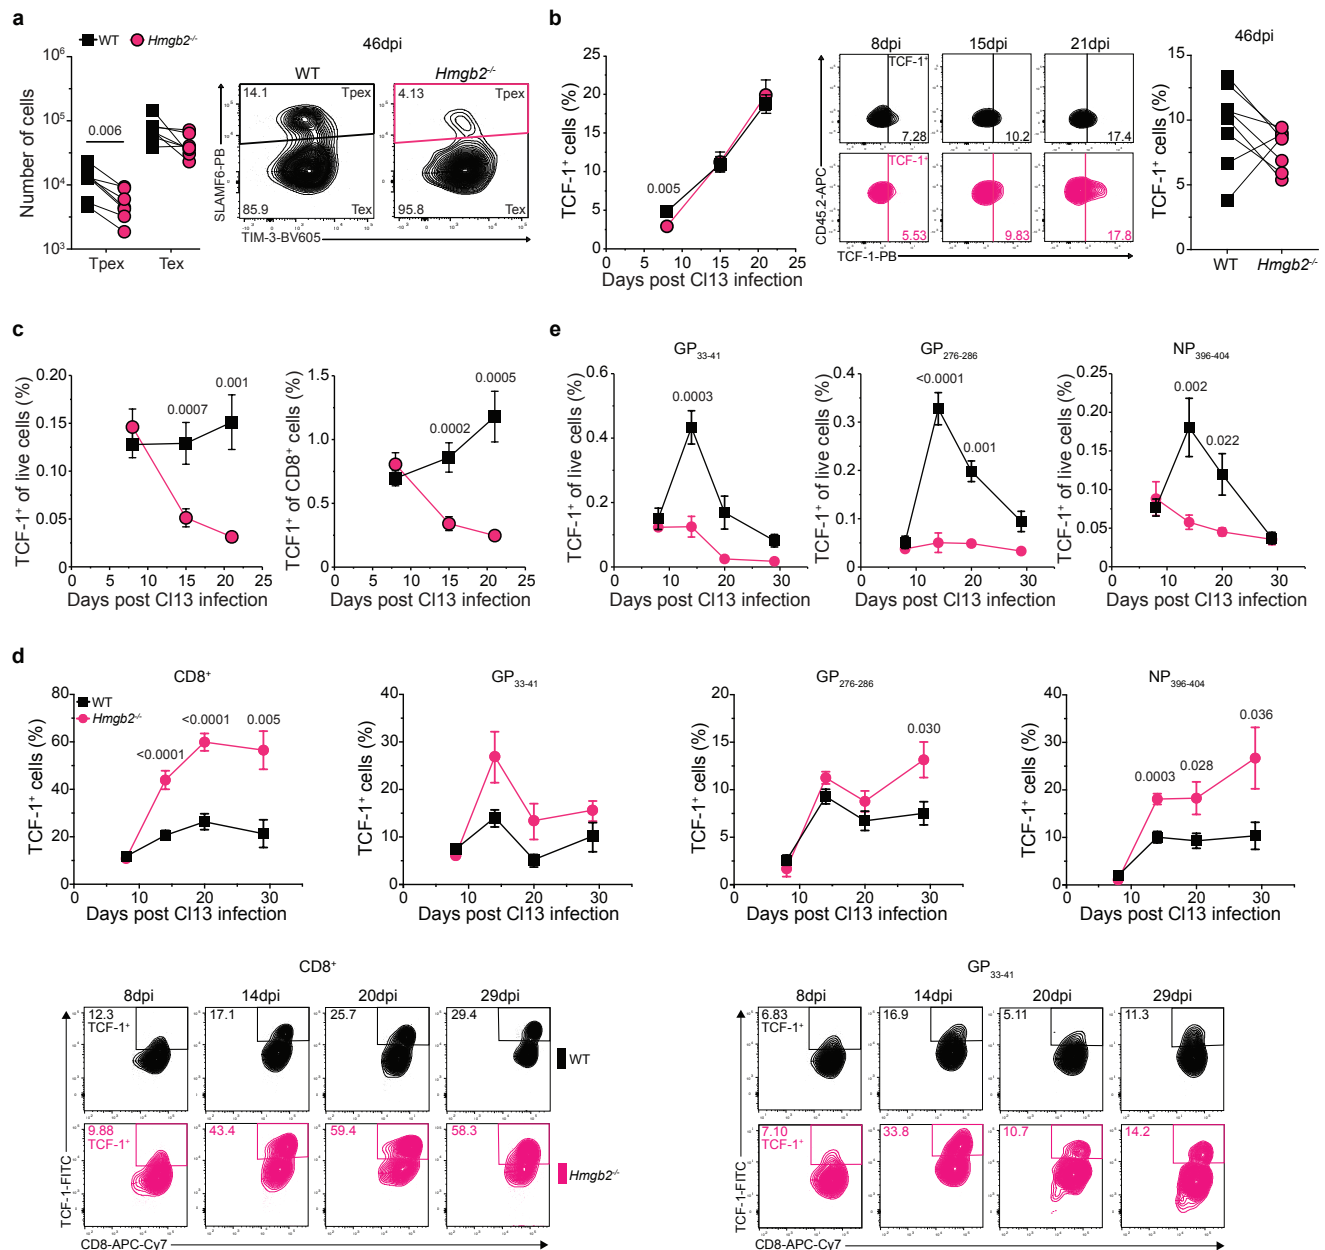

**Supplementary Figure 7. TCF-1 expression in exhausted *Hmgb2*<sup>-/-</sup> CD8<sup>+</sup> T cells**  
**(a)** Number of splenic WT and *Hmgb2*<sup>-/-</sup> P14 progenitor exhausted (Tpex) and terminal exhausted (Tex) T cells at 46dpi CI13; *n* = 7. **(b)** TCF-1 expression in transferred P14 T cells during CI13 infection in the blood (8-21dpi) and spleen (46dpi); *n* = 8. **(c)** TCF-1 expression in transferred P14 T cells represented as frequency of live cells (left) and total CD8<sup>+</sup> T cells (right) during CI13 infection in the blood; *n* = 10. **(d)** TCF-1 expression in WT and *Hmgb2*<sup>-/-</sup> mice during CI13 infection in the blood; *n* = 9. **(e)** TCF-1 expression in antigen-specific CD8<sup>+</sup> T cells in WT and *Hmgb2*<sup>-/-</sup> mice represented as frequency of live cells during CI13 infection in the blood; *n* = 9. Data is mean ± s.e.m. Data are representative of two or more independent experiments except (d, e) which are cumulative data from two independent experiments. Statistical significance was calculated using a paired two-tailed Student's *t*-test (**a-c**) or an unpaired two-tailed Student's *t*-test followed by Mann-Whitney test (**d-e**). Source data are provided as a Source Data file.

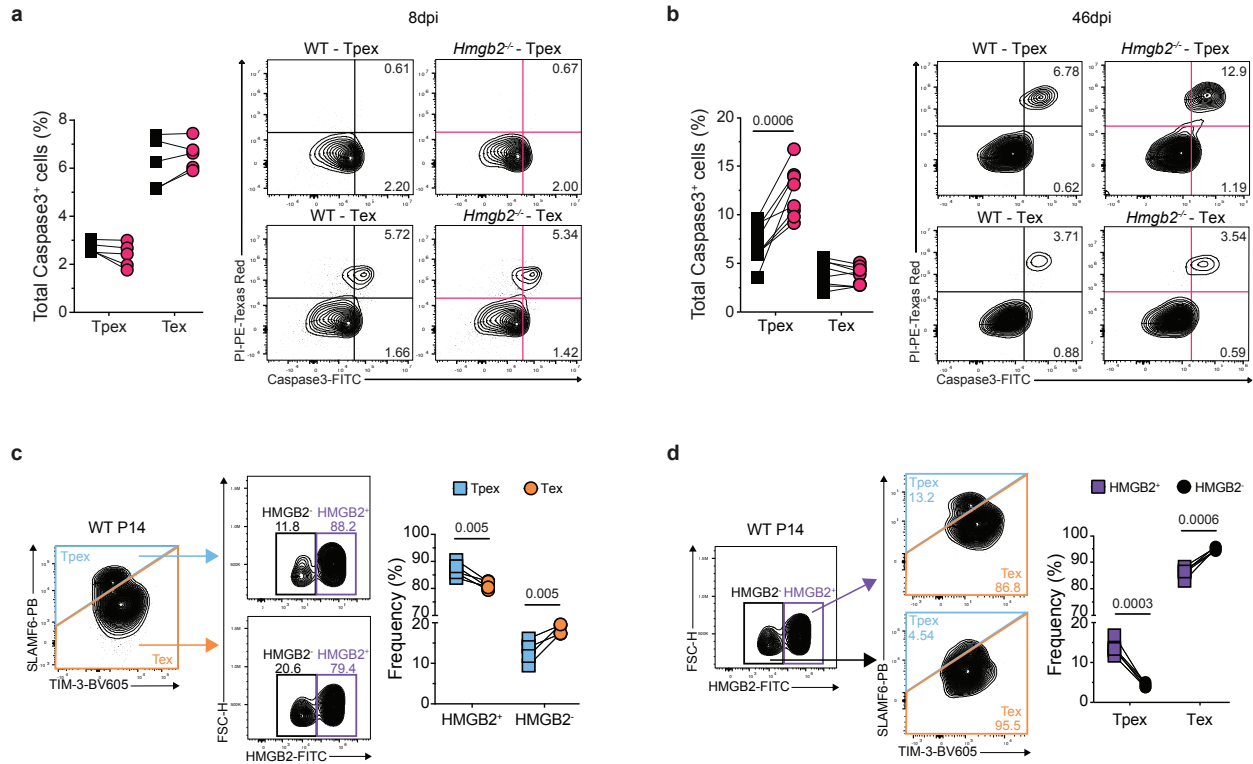

**Supplementary Figure 8. HMGB2 regulation of Tpex cells during chronic LCMV infection**  
 Frequency of total Caspase3<sup>+</sup> splenic WT and *Hmgb2*<sup>-/-</sup> progenitor exhausted (Tpex) and terminal exhausted (Tex) T cells at 8dpi (**a**) and 46dpi (**b**) CI13; *n* = 5 (**a**), *n* = 8 (**b**). (**c**) Frequencies of HMGB2<sup>+</sup> and HMGB2<sup>-</sup> cells within Tpex and Tex WT P14 T cells isolated from spleens at 8dpi CI13; *n* = 5. (**d**) Frequencies of Tpex and Tex within HMGB2<sup>+</sup> and HMGB2<sup>-</sup> WT P14 T cells isolated from spleens at 8dpi CI13; *n* = 5. Data is mean ± s.e.m. Data are representative of two or more independent experiments. Statistical significance was calculated using a paired two-tailed Student's *t*-test. Source data are provided as a Source Data file.

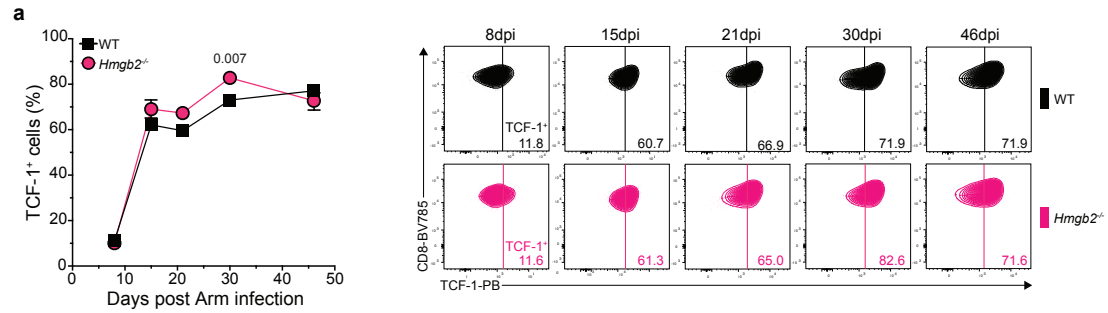

**Supplementary Figure 9. TCF-1 expression in effector and memory *Hmgb2*<sup>-/-</sup> CD8<sup>+</sup> T cells**  
**(a)** TCF-1 expression in co-transferred WT and *Hmgb2*<sup>-/-</sup> P14 T cells during LCMV Arm infection in the blood;  $n = 5$ . Data is mean  $\pm$  s.e.m. Data are representative of three independent experiments. Statistical significance was calculated using a paired two-tailed Student's *t*-test. Source data are provided as a Source Data file.

| Supplementary Table 1                        |           |                                 |
|----------------------------------------------|-----------|---------------------------------|
| REAGENT OR RESOURCE                          | SOURCE    | IDENTIFIER                      |
| Flow Cytometry Reagents                      |           |                                 |
| anti-Bcl6 conjugated to APC (7D1)            | BioLegend | Cat# 358506,<br>RRID:AB_2562472 |
| anti-CCR7 conjugated to BV605 (4B12)         | BioLegend | Cat# 120125,<br>RRID:AB_2715777 |
| anti-CCR7 conjugated to PE (4B12)            | BioLegend | Cat# 120106,<br>RRID:AB_389358  |
| anti-CD127 conjugated to BV605 (A7R34)       | BioLegend | Cat# 135041,<br>RRID:AB_2572047 |
| anti-CD223 conjugated to PerCP5.5 (C9B7W)    | BioLegend | Cat# 125212,<br>RRID:AB_2561517 |
| anti-CD279 conjugated to BV510 (29F.1A12)    | BioLegend | Cat# 135241,<br>RRID:AB_2715761 |
| anti-CD279 conjugated to PE-Cy7 (29F.1A12)   | BioLegend | Cat# 109110,<br>RRID:AB_572017  |
| anti-CD44 conjugated to APC-Cy7 (IM7)        | BioLegend | Cat# 103028,<br>RRID:AB_830785  |
| anti-CD44 conjugated to PE (IM7)             | BioLegend | Cat# 103008,<br>RRID:AB_312959  |
| anti-CD45.1 conjugated to APC (A20)          | BioLegend | Cat# 110714,<br>RRID:AB_313503  |
| anti-CD45.1 conjugated to FITC (A20)         | BioLegend | Cat# 110706,<br>RRID:AB_313495  |
| anti-CD45.1 conjugated to Pacific Blue (A20) | BioLegend | Cat# 110722,<br>RRID:AB_492866  |
| anti-CD45.1 conjugated to PE-Cy7 (A20)       | BioLegend | Cat# 110730,<br>RRID:AB_1134168 |
| anti-CD45.2 conjugated to APC (104)          | BioLegend | Cat# 109814,<br>RRID:AB_389211  |
| anti-CD45.2 conjugated to APC-Cy7 (104)      | BioLegend | Cat# 109824,<br>RRID:AB_830789  |
| anti-CD45.2 conjugated to BV605 (104)        | BioLegend | Cat# 109841,<br>RRID:AB_2563485 |
| anti-CD45.2 conjugated to FITC (104)         | BioLegend | Cat# 109806,<br>RRID:AB_313443  |
| anti-CD45.2 conjugated to Pacific Blue (104) | BioLegend | Cat# 109820,<br>RRID:AB_492872  |
| anti-CD45.2 conjugated to PE (104)           | BioLegend | Cat# 109808,<br>RRID:AB_313445  |
| anti-CD45.2 conjugated to PE-Cy7 (104)       | BioLegend | Cat# 109830,<br>RRID:AB_1186098 |
| anti-CD62L conjugated to PE (MEL-14)         | BioLegend | Cat# 104408,<br>RRID:AB_313095  |
| anti-CD62L conjugated to PerCP (MEL-14)      | BioLegend | Cat# 104430,<br>RRID:AB_2187124 |
| anti-CD69 conjugated to PE-Cy7 (H1.2F3)      | BioLegend | Cat# 104512,<br>RRID:AB_493564  |

|                                                      |                              |                                      |
|------------------------------------------------------|------------------------------|--------------------------------------|
| anti-CD8α conjugated to APC (53-6.7)                 | BioLegend                    | Cat# 100712,<br>RRID:AB_312751       |
| anti-CD8α conjugated to BV510 (53-6.7)               | BioLegend                    | Cat# 100752,<br>RRID:AB_2563057      |
| anti-CD8α conjugated to BV605 (53-6.7)               | BioLegend                    | Cat# 100744,<br>RRID:AB_2562609      |
| anti-CD8α conjugated to BV785 (53-6.7)               | BioLegend                    | Cat# 100750,<br>RRID:AB_2562610      |
| anti-CD8α conjugated to Pacific Blue<br>(53-6.7)     | BioLegend                    | Cat# 100725,<br>RRID:AB_493425       |
| anti-CD8α conjugated to PE (53-6.7)                  | BioLegend                    | Cat# 100708,<br>RRID:AB_312747       |
| anti-CD8α conjugated to PE-Cy7 (53-<br>6.7)          | BioLegend                    | Cat# 100528,<br>RRID:AB_312729       |
| anti-CXCR5 conjugated to APC-Cy7<br>(L138D7)         | BioLegend                    | Cat# 145526,<br>RRID:AB_2566799      |
| anti-HMGB2 unconjugated (ERP6302)                    | Abcam                        | Cat# ab133540                        |
| anti-IFN-γ conjugated to APC (XMG1.2)                | BioLegend                    | Cat# 505810,<br>RRID:AB_315404       |
| anti-IFN-γ conjugated to FITC (XMG1.2)               | BioLegend                    | Cat# 505806,<br>RRID:AB_315400       |
| anti-IL-2 conjugated to PE (JES6-5H4)                | BioLegend                    | Cat# 503808,<br>RRID:AB_315302       |
| anti-KLRG1 conjugated to APC<br>(2F1/KLRG1)          | BioLegend                    | Cat# 138412,<br>RRID:AB_10641560     |
| anti-KLRG1 conjugated to FITC<br>(2F1/KLRG1)         | BioLegend                    | Cat# 138410,<br>RRID:AB_10643582     |
| anti-Ly108 conjugated to BV421 (13G3)                | BD                           | Cat# 740090,<br>RRID:AB_2739850      |
| anti-Ly108 conjugated to PE (13G3)                   | BD                           | Cat# 561540,<br>RRID:AB_561540       |
| anti-TCF1/TCF7 conjugated to AF488<br>(C63D9)        | Cell Signaling<br>Technology | Cat# 6444S,<br>RRID:AB_2797627       |
| anti-TCF1/TCF7 conjugated to Pacific<br>Blue (C63D9) | Cell Signaling<br>Technology | Cat# 9066S,<br>RRID:AB_2797696       |
| anti-TCR Vβ8.1.2 conjugated to FITC<br>(MR5-2)       | BD                           | Cat# 553185,<br>RRID:AB_394694       |
| anti-TCR Vα2 conjugated to PE (B20.1)                | BioLegend                    | Cat# 127808,<br>RRID:AB_1134183      |
| anti-TNF-α conjugated to PE-Cy7 (MP6-<br>XT22)       | BioLegend                    | Cat# 506324,<br>RRID:AB_2256076      |
| anti-TOX conjugated to PE (REA473)                   | Miltenyi                     | Cat# 130-120-785,<br>RRID:AB_2801785 |
| Biotin anti-CD11b (M1/70)                            | BioLegend                    | Cat# 101204,<br>RRID:AB_312787       |
| Biotin anti-CD11c (N418)                             | BioLegend                    | Cat# 117304,<br>RRID:AB_313773       |
| Biotin anti-CD16/32 (93)                             | BioLegend                    | Cat# 101302,<br>RRID:AB_312801       |

|                                                                                          |                           |                                            |
|------------------------------------------------------------------------------------------|---------------------------|--------------------------------------------|
| Biotin anti-CD19 (6D5)                                                                   | BioLegend                 | Cat# 115504,<br>RRID:AB_313639             |
| Biotin anti-CD24 (M1/69)                                                                 | BioLegend                 | Cat# 101804,<br>RRID:AB_312837             |
| Biotin anti-CD4 (GK1.5)                                                                  | BioLegend                 | Cat# 100404,<br>RRID:AB_312689             |
| Biotin anti-CD45R/B220 (RA3-6B2)                                                         | BioLegend                 | Cat# 103204,<br>RRID:AB_312989             |
| Donkey anti-rabbit IgG conjugated to AF488 (Poly4064)                                    | BioLegend                 | Cat# 406416,<br>RRID:AB_2563203            |
| Donkey anti-rabbit IgG conjugated to AF647 (poly4064)                                    | BioLegend                 | Cat# 406414,<br>RRID:AB_2563202            |
| Granzyme B (GB12)                                                                        | Fisher                    | Cat# 50-113-7520,<br>RRID:AB_10372671      |
| H-2D <sup>b</sup> -GP <sub>33-41</sub> tetramer                                          | NIH                       | Tetramer Core Facility<br>Emory University |
| H-2D <sup>b</sup> -GP <sub>276-286</sub> tetramer                                        | NIH                       | Tetramer Core Facility<br>Emory University |
| H-2D <sup>b</sup> -NP <sub>396-404</sub> tetramer                                        | NIH                       | Tetramer Core Facility<br>Emory University |
| Ki-67 FITC (B56)                                                                         | Fisher                    | Cat# BDB556026,<br>RRID:AB_2266296         |
| 7-AAD                                                                                    | Fisher                    | Cat# BDB559925                             |
| CaspGLOW fluorescein active Caspase-3 kit                                                | Life Technologies         | Cat# 88-7004-42                            |
| eBioscience Foxp3/transcription factor fixation/permeabilization concentrate and diluent | Thermo Fisher Scientific  | Cat# 00-5521-00                            |
| FITC BrdU Flow Kit                                                                       | Fisher                    | Cat# BDB557891                             |
| Fixation/Permeabilization Solution Kit                                                   | BD Biosciences            | Cat# 554714                                |
| Zombie Aqua Fixable Viability Kit                                                        | BioLegend                 | Cat# 423101                                |
| Western Blot                                                                             |                           |                                            |
| anti-Histone H3                                                                          | Abcam                     | Cat# ab1791,<br>RRID: AB_302613            |
| anti-Phospho-Histone H2A.X (Ser139) (20E3)                                               | Cell Signaling Technology | Cat# 9718,<br>RRID:AB_2118009              |
| Chemicals, Peptides, and Recombinant Proteins                                            |                           |                                            |
| Brefeldin A                                                                              | Sigma                     | Cat# B7651-5MG                             |
| Dulbecco's modified Eagle's medium (DMEM)                                                | Thermo Fisher Scientific  | Cat# MT10016CV                             |
| Dulbecco's Phosphate-Buffered Salt Solution 1X                                           | Thermo Fisher Scientific  | Cat# MT21031CV                             |
| Fetal bovine serum (FBS)                                                                 | Sigma                     | Cat# F0926-500ML                           |
| Geneticin Selective Antibiotic (G418 Sulfate)                                            | Life Technologies         | Cat# 10131027                              |
| HEPES Buffer                                                                             | Thermo Fisher Scientific  | Cat# MT25060CI                             |
| Ionomycin calcium salt                                                                   | Sigma                     | Cat# I0634-1MG                             |
| MEM nonessential amino acid solution                                                     | Thermo Fisher Scientific  | Cat# MT25025CI                             |

|                                                        |                                         |                            |
|--------------------------------------------------------|-----------------------------------------|----------------------------|
| Minimum essential medium eagle (MEM) without Glutamine | Thermo Fisher Scientific                | Cat# MT15010CV             |
| Penicillin-Streptomycin-L-Glutamine, 100X              | Thermo Fisher Scientific                | Cat# MT30009CI             |
| Phorbol 12-myristate 13-acetate                        | Thermo Fisher Scientific                | Cat# ICN19480401           |
| Sodium Pyruvate 100mM solution                         | Thermo Fisher Scientific                | Cat# MT25000CI             |
| Trypsin-EDTA (0.25%), phenol red                       | Thermo Fisher Scientific                | Cat# 25200072              |
| Critical Commercial Assays                             |                                         |                            |
| Comet Assay Kit (15 tests)                             | Abcam                                   | Cat# ab238544              |
| EasyEights EasySep Magnet                              | Stemcell Technologies                   | Cat #18103                 |
| EasySep Mouse Streptavidin RapidSpheres Isolation Kit  | Stemcell Technologies                   | Cat #19860                 |
| Lung Dissociation Kit, mouse                           | Miltenyi                                | Cat# 130-095-927           |
| Experimental Models: LCMV                              |                                         |                            |
| LCMV Clone13 (CI13)                                    |                                         | Grew up in house           |
| LCMV Armstrong (Arm)                                   |                                         | Grew up in house           |
| Experimental Models: Cell Lines                        |                                         |                            |
| Mouse: B16GP <sub>33</sub>                             | Dr. Ananda Goldrath                     | Li et al., 2019            |
| Experimental Models: Organisms/Strains                 |                                         |                            |
| C57BL/6 males                                          | The Jackson Laboratory                  | Cat# 000664                |
| <i>Pepcb/BoyJ</i>                                      | The Jackson Laboratory                  | Cat# 002014                |
| P14                                                    | Dr. Charles D. Surh (Scripps, SD)       |                            |
| P14 <i>Hmgb2</i> <sup>-/-</sup>                        | Dr. Marco Bianchi (San Raffaele, Milan) |                            |
| Software and Algorithms                                |                                         |                            |
| FlowJo 10.9.1                                          | TreeStar                                |                            |
| Prism 9                                                | GraphPad                                |                            |
| Rstudio 2023.06.1+524                                  | Posit Software, PBC                     |                            |
| IPA                                                    | Qiagen                                  |                            |
| Datasets                                               |                                         |                            |
| D8 bulk RNA-sequencing on P14 cells (Arm and CI13)     | In this paper                           | GEO SuperSeries: GSE237813 |
| D20 bulk RNA-sequencing on P14 cells (CI13)            | In this paper                           | GEO SuperSeries: GSE237813 |
| D8 ATAC-sequencing on P14 cells (CI13)                 | In this paper                           | GEO SuperSeries: GSE237813 |

# Supplementary material for: HMGB2 regulates the differentiation and stemness of exhausted CD8+ T cells during chronic viral infection and cancer
**Source:** Nat Commun. 2023 Sep 13;14:5631. doi: 10.1038/s41467-023-41352-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Please see Supplementary Table 1 ("Datasets")                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | <div>1. All flow cytometry data was analyzed using FlowJo v10.9.1 (Tree Star).<br/>2. All statistical tests were run using Prism 9 (GraphPad Software)<br/>3. For bulk RNA-sequencing: Post-processing of the run to generate FASTQ files was performed at the Institute for Genomics and Bioinformatics (UCI IGB). PcaHubert was used to identify any outlier samples, which were removed from further analysis<sup>67</sup>. The quality of the sequencing was first assessed using the fastQC tool (v0.11.9). Raw reads were then quality trimmed and filtered by a length of 20 bases using trimmomatic (v0.39). Trimmed reads were analyzed with the mouse Grcm38 reference genome using pseudo aligner Salmon (v1.2.1) and resulting quantification files were imported using R package tximport to get TPM values for all annotated mouse genes. Differential analysis was done using R package DESeq2 (v1.22.2) with an FDR cut off of 0.05. PCA was done using R packages DESeq2 and pheatmap.<br/>4. For ATAC-sequencing: Paired ended reads from sequencing were QC analyzed with fastqQC (v.11.9) and aligned to mouse mm10 reference genome using bowtie2 (v2.4.1). Mitochondrial reads and reads mapped to dark list (ENCODE Stanford version) were excluded from the downstream analysis. Duplicated reads were removed using Picard tools (v2.27.1). A union peak list was created by merging processed reads from all samples and then calling peaks using MACS2 (v2.7.1) (-q 0.01 --keep-dup all -f BAMPE). The number of reads in each peak were then counted using featureCounts (Rsubread v2.6.4) to create a counts matrix. Normalization of counts matrix was performed using DESeq2 (v1.32.0). Differentially expressed peaks were determined using edgeR (v3.34.1) with an FDR cut-off of 0.05 and a  log10FC  cut-off of ≥ 0.3. Peaks were annotated using ChIPSeeker (v1.34.0).</div> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated during this study are available within the paper. All sequencing data from this study will be deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under GEO Series accession code XYZ. URL. Any other relevant data are available from the corresponding author on request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No pre-experimental statistical methods, randomization, or blinding were used in animal experiments. Group sizes for experiments were selected based upon prior knowledge. Sample-size choice and assumption of normality were based on similar analyses in published studies; for adoptive transfer persistence experiments (e.g. PMID: 17420267) and for rechallenge experiments (e.g. PMID: 23644506). For the end point of experiments, more than 5 mice per group were used. Based on previous studies (PMID: 35303066, PMID: 34326837, PMID: 27332735), these sample sizes allow for statistically valid comparisons. For RNA- and ATAC-seq experiments, at each sample was collected from a pool of more than 5 mice following a standard set of previous publications from the field (e.g. PMID: 27939672, PMID: 33574619, PMID: 31207603).

Data exclusions

No data were excluded from the current study.

Replication

Results were confirmed in at least three independent experiments, unless otherwise indicated clearly in the figure legend.

Randomization

Age- and gender-matched animals were used for each experiment. Mice were allocated to groups randomly prior to experiments (simple randomization).

Blinding

Blinding was not performed due to requirements for cage labeling and data analysis was strictly quantitative and no objective.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

The following fluorochrome-conjugated antibodies were used (clone mentioned in parentheses):

From Abcam:

anti-HMGB2 unconjugated (ERP6302), Cat# ab133540, dilution 1:100

From BD:

anti-Ly108 conjugated to BV421 (13G3), Cat# 740090, dilution 1:200

anti-Ly108 conjugated to PE (13G3), Cat# 561540, dilution 1:200

anti-TCR V $\beta$ 8.1.2 conjugated to FITC (MR5-2), Cat# 553185, dilution 1:200

From BioLegend:

anti-Bcl6 conjugated to APC (7D1), Cat# 358506, dilution 1:200

anti-CCR7 conjugated to BV605 (4B12), Cat# 120125, 1:200

anti-CCR7 conjugated to PE (4B12), Cat# 120106, dilution 1:200

anti-CD127 conjugated to BV605 (A7R34), Cat# 135041, dilution 1:200

anti-CD223 conjugated to PerCP5.5 (C9B7W), Cat# 125212, dilution 1:200

anti-CD279 conjugated to BV510 (29F.1A12), Cat# 135241, dilution 1:200

anti-CD279 conjugated to PE-Cy7 (29F.1A12), Cat# 109110, dilution 1:200

anti-CD44 conjugated to APC-Cy7 (IM7), Cat# 103028, dilution 1:200

anti-CD44 conjugated to PE (IM7), Cat# 103008, dilution 1:200

anti-CD45.1 conjugated to APC (A20), Cat# 110714, dilution 1:200

anti-CD45.1 conjugated to FITC (A20), Cat# 110706, dilution 1:200

anti-CD45.1 conjugated to Pacific Blue (A20), Cat# 110722, dilution 1:200

anti-CD45.1 conjugated to PE-Cy7 (A20), Cat# 110730, dilution 1:200

anti-CD45.2 conjugated to APC (104), Cat# 109814, dilution 1:200

anti-CD45.2 conjugated to APC-Cy7 (104), Cat# 109824, dilution 1:200

anti-CD45.2 conjugated to BV605 (104), Cat# 109841, dilution 1:200

anti-CD45.2 conjugated to FITC (104), Cat# 109806, dilution 1:200

anti-CD45.2 conjugated to Pacific Blue (104), Cat# 109820, dilution 1:200

anti-CD45.2 conjugated to PE (104), Cat# 109808, dilution 1:200

anti-CD45.2 conjugated to PE-Cy7 (104), Cat# 109830, dilution 1:200

anti-CD62L conjugated to PE (MEL-14), Cat# 104408, dilution 1:200

anti-CD62L conjugated to PerCP (MEL-14), Cat# 104430, dilution 1:200

anti-CD69 conjugated to PE-Cy7 (H1.2F3), Cat# 104512, dilution 1:200

anti-CD8 $\alpha$  conjugated to APC (53-6.7), Cat# 100712, dilution 1:200

anti-CD8 $\alpha$  conjugated to BV510 (53-6.7), Cat# 100752, dilution 1:200

anti-CD8 $\alpha$  conjugated to BV605 (53-6.7), Cat# 100744, dilution 1:200

anti-CD8 $\alpha$  conjugated to BV785 (53-6.7), Cat# 100750, dilution 1:200

anti-CD8 $\alpha$  conjugated to Pacific Blue (53-6.7), Cat# 100725, dilution 1:200

anti-CD8 $\alpha$  conjugated to PE (53-6.7), Cat# 100708, dilution 1:200

anti-CD8 $\alpha$  conjugated to PE-Cy7 (53-6.7), Cat# 100528, dilution 1:200

anti-CXCR5 conjugated to APC-Cy7 (L138D7), Cat# 145526, dilution 1:200

anti-IFN- $\gamma$  conjugated to APC (XMG1.2), Cat# 505810, dilution 1:100

anti-IFN- $\gamma$  conjugated to FITC (XMG1.2), Cat# 505806, dilution 1:100

anti-IL-2 conjugated to PE (JES6-5H4), Cat# 503808, dilution 1:100

anti-KLRG1 conjugated to APC (2F1/KLRG1), Cat# 138412, dilution 1:200

anti-KLRG1 conjugated to FITC (2F1/KLRG1), Cat# 138410, dilution 1:200

anti-TCR V $\alpha$ 2 conjugated to PE (B20.1), Cat# 127808, dilution 1:200

anti-TNF- $\alpha$  conjugated to PE-Cy7 (MP6-XT22), Cat# 506324, dilution 1:100

Biotin anti-CD11b (M1/70), Cat# 101204, dilution 1:30

Biotin anti-CD11c (N418), Cat# 117304, dilution 1:30

Biotin anti-CD16/32 (93), Cat# 101302, dilution 1:30

Biotin anti-CD19 (6D5), Cat# 115504, dilution 1:30

Biotin anti-CD24 (M1/69), Cat# 101804, dilution 1:30

Biotin anti-CD4 (GK1.5), Cat# 100404, dilution 1:30  
 Biotin anti-CD45R/B220 (RA3-6B2), Cat# 103204, dilution 1:30  
 Donkey anti-rabbit IgG conjugated to AF488 (Poly4064), Cat# 406416, dilution 1:200  
 Donkey anti-rabbit IgG conjugated to AF647 (poly4064), Cat# 406414, dilution 1:200

From Cell Signaling:  
 anti-TCF1/TCF7 conjugated to AF488 (C63D9), Cat# 6444S, dilution 1:100  
 anti-TCF1/TCF7 conjugated to Pacific Blue (C63D9), Cat# 9066S, dilution 1:100

From Fisher:  
 Granzyme B (GB12), Cat# 50-113-7520, dilution 1uL/well  
 Ki-67 FITC (B56), Cat# BDB556026, dilution 1:20  
 7-AAD, Cat# BDB559925, dilution 1:20

From Miltenyi:  
 anti-TOX conjugated to PE (REA473), Cat# 130-120-785, dilution 1:100

From National Institute of Health (NIH) tetramer core:  
 H-2Db-GP33-41 tetramer, dilution 1:200  
 H-2Db-GP276-286 tetramer, dilution 1:200  
 H-2Db -NP396-404 tetramer, dilution 1:200

#### Validation

All antibodies used in this study are commercially available. Validation of individual antibodies has been performed by respective manufacturers and validation data are available on the manufacturer's respective websites. All flow panels were validated before use.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                              |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Mouse B16GP33 melanoma cells were obtained from Dr. Ananda Goldrath (UCSD).                                                                                                                                                                                                                                                  |
| Authentication                                                    | Cell lines were passaged two times per week and underwent a minimum of four passages before injections. To mitigate murine cell line adaptations while in culture, cells were cultured for a maximum of two months in vitro. Early passages were frozen down for future use. No additional cell authentication was performed |
| Mycoplasma contamination                                          | All cell lines were free of mycoplasma.                                                                                                                                                                                                                                                                                      |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | B16GP33 cells are not listed in the ICLAC list of misidentified cell lines.                                                                                                                                                                                                                                                  |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 male mice (CD45.2+) from The Jackson Laboratory were used at 6-8 weeks of age for the majority of experiments. Alternatively, Pepcb/BoyJ male mice (CD45.1+) were used for some single transfer experiments. P14 mice transgenic for a TCR recognizing the H-2Db GP33-41 epitope of LCMV were originally obtained from Dr. Charles D. Surh (Scripps) and then bred at University of California, Irvine (UCI). P14 Hmgb2-/- mice were obtained from Dr. Marco Bianchi (San Raffaele). Mice used in experiments were age- and sex-matched. Mice were maintained in a specific pathogen-free animal facility at UCI. |
| Wild animals            | Study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | Findings did not apply to one sex. Sex of P14 and P14 Hmgb2-/- donor mice did not influence results.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | Study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All experimental animal procedures were approved by the Institutional Animal Care and Use Committee of University of California, Irvine (AUP-21-124) and complied with all relevant ethical regulations for animal testing and research.                                                                                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Single-cell suspensions were generated by mechanically homogenizing spleens and lymph nodes using a 70µm cell strainer. Red blood cells were lysed using ACK lysis buffer (ThermoFisher). When necessary, cells were sorted with a FACS Aria (BD) to >95% purity. Before sorting and adoptive transfers, CD8+ T cells were enriched from total splenocytes using negative selection with the following biotinylated antibodies: CD4 (GK1.5), B220 (RA3-6B2), CD19 (6D5), CD24 (M1/69), CD11b (M1/70), and CD11c (N418). Non-CD8+ cells were removed by mixing labeled cell suspension with Streptavidin RapidSpheres (Stemcell technologies) and incubation on an EasyEights™ EasySep™ Magnet (Stemcell technologies).

Instrument

All data were collected on a Novocyte3000 (Agilent)

Software

All data were analyzed using FlowJo Software v10.9 (Tree Star)

Cell population abundance

Purity of post-sort samples was ≥95% as assessed on flow cytometer.

Gating strategy

FSC-H/SSC-H was used to gate on lymphocytes. Then doublets were excluded through FSC-H/FSC-A and SSC-H/SSC-A. CD8+ T cells were gated as CD8α positive. Donor cells were gated on their distinct congenic marker(s) using CD45.1/CD45.2 gating. A representative general gating strategy is also depicted in Supplemental Figure 1a.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

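ATAC-seq at 8dpi Cl13 was analysed for WT and *Hmgb2*-/- P14 T cells, with 3 libraries per genotype and 10 mice pooled per library. The RNA-seq, flow cytometry, Gene Ontology and scarred DAR results of the paper were not analysed here. The PCA was not repeated, since no value per library could be used.

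The authors aligned paired reads to mm10 with bowtie2 2.4.1, removed mitochondrial, dark-list and duplicated reads, called a union list of peaks with MACS2 on the merged reads of all samples, and counted reads per peak with featureCounts of Rsubread 2.6.4. They normalized the counts with DESeq2 1.32.0, tested the genotypes with edgeR 3.34.1 and annotated the peaks with ChIPSeeker 1.34.0. The deposited table of comparisons holds 55870 peaks. For each comparison the authors give a log2 fold change of *Hmgb2*-/- over WT, a mean log2 CPM, a likelihood ratio score, a p-value and an FDR. It holds these values for the Cl13 comparison at 55456 peaks and for an Armstrong comparison at 53150 peaks. The Armstrong comparison is not described in the paper's text for ATAC-seq, and its libraries are not among the labelled samples. The other deposited table, whose name says counts, has 12 columns named by library barcodes only, and 99.7% of its values are not whole numbers. None of these columns could be given a sample, so none was used.

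The design written before the data were examined was a quasi-likelihood test on counts per library. The files hold no usable counts, so the authors' deposited likelihood ratio test was taken instead, and everything else was computed from that table. The scale of the mean CPM was checked: 2 to the power of the mean log2 CPM sums to 1008076 over the Cl13 peaks. This is close to the total that CPM add up to, so that the mean CPM are on the log2 scale. The fold changes come from the same edgeR comparison and were taken to be log2 too, which this sum does not test. With extremely small p-values left out, the deposited Cl13 p-values lay within a relative difference of 0.00479 of a chi-square with 1 degree of freedom on the likelihood ratio. The deposited Cl13 FDR values lay within 0.00746 of a Benjamini-Hochberg adjustment. No peak reached past the end of its GRCm38 chromosome, and all 55870 widths equalled end minus start plus 1. Coordinates count from 1.

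DAR are peaks with FDR ≤ 0.05 and |log10FC| ≥ 0.3, as the paper states, which is 0.997 on the log2 scale. Values at |log2FC| ≥ 0.3 stand beside them. Promoters are peaks that the deposited annotation places within 1 kb of a TSS. Gene positions come from GENCODE vM21. Shares have 95% Wilson intervals, and enrichments are odds ratios with two-sided Fisher's exact tests. The standard error of a log2 fold change was taken as its size over the square root of its likelihood ratio. Trends of the fold changes on mean log2 CPM and on GC content were removed with lowess at a span of 0.3, with the standard errors kept. Peaks were compared between the infections by the difference of their log2 fold changes over the root of the summed squared standard errors, each raised to its trend on mean log2 CPM where it lay below it.

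The 6 gene lists were tested with cameraPR of limma 3.58.1 at an inter-gene correlation of 0.01, on the signed square root of the likelihood ratio, and on ranks, with Benjamini-Hochberg adjustment over the 6 lists. It takes the peak as its unit, so that its p-values are smaller than the number of genes alone would give. No estimated correlation and no fry test could be had without values per library. Each list's median was therefore also set against 10000 random gene lists, each gene drawn from the 100 genes nearest in number of tested peaks and median mean log2 CPM. The lists are the Tpex-associated and the Tex-associated genes of the ATAC-seq results, the factors named for Tpex and for Tex cells in the introduction, and the Tpex and Tex genes named in the RNA-seq results at 8dpi Cl13. Motifs for TCF/LEF, T-box, RUNX, AP-1, NFAT and ETS factors were searched on both strands of GRCm38, and their presence was modelled by logistic regression on being a less or more accessible DAR, with GC content, log2 width and mean log2 CPM as covariates. The reversed sequence of each motif served as its control.

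Genes named in the text follow a rule set before the data were examined: every gene named in the ATAC-seq results or labelled in Fig. 7c, Fig. 7d, Fig. 7e or Fig. 7g, *Hmgb1*, *Hmgb2* and *Hmgb3*, the genes of the lists, and the 5 DAR with the largest fold change in each direction. The rule asked of those largest DAR that all libraries of the genotypes be separated, which could not be applied. For a gene, the peak with the smallest p is given, or the promoter peak with the smallest p where the paper speaks of its promoter. Some named genes are not reported here: they stay in the gene lists and in the tests over all 56 named genes, and are left out of the figure and of the counts of genes with a DAR in the paper's direction. *Hmgb1* and *Hmgb3* had no DAR at either fold threshold.

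The procedures were tested on simulated data made from the 55456 peaks of the Cl13 comparison. Of 200 peaks with a simulated change, 92.5% were called, and 3.14% of called peaks had none. A simulated motif odds ratio of 2.0 in less accessible peaks was recovered as 2.00, and a simulated 1.0 in more accessible peaks as 1.1. Of 200 unchanged peak sets, 0.5% had a cameraPR p below 0.05. Of 100 unchanged gene lists, 7.0% lay outside the middle 95% of random lists. Peaks were simulated as independent, so that lists in which the peaks of a gene move together were not tested. With no simulated difference between infections, 4.90% of peaks had a p below 0.05. That simulation left out the raising of standard errors to their trend. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and R 4.3.3.

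The paper's methods give a depth of 50million 100 bp paired reads, and the reads obtained per library were not analysed here. The standard errors show the precision: their median fell from 0.37 in the lowest quintile of mean log2 CPM to 0.084 in the highest. Other thresholds, other definitions of a promoter, other windows and the removal of trends or of X chromosome peaks were tried as alternatives. Another normalization or test, replicate blocks and leaving out replicates could not be run.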

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

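The tests of the Armstrong comparison, those of its difference from Cl13, and the test of whether the X chromosome pattern belongs to Cl13 were chosen only after the results were seen. The tests on genes that escape X inactivation and on Y chromosome peaks were written down before their results.

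The authors' deposited table also compares *Hmgb2*-/- with WT P14 T cells in an Armstrong infection, which the paper does not report for ATAC-seq and whose day the table does not give. At FDR ≤ 0.05 and |log10FC| ≥ 0.3 it holds 1301 DAR among 53150 tested peaks, 712 less and 589 more accessible. Among the 52823 peaks tested in both infections, 194 were DAR in both, 188 of them in the same direction. Of the Cl13 DAR, 16.4% were also called in Armstrong, against 2.06% of the other peaks, an odds ratio of 9.37. Across peaks, which are not independent, the log2 fold changes had a Pearson's r of 0.39 and a Spearman's rho of 0.33. A technical explanation was tested in part: effects of donor sex on X chromosome peaks, or of donor sequence around *Hmgb2* and *Ptprc*. These would place most of the shared DAR on the X chromosome or within 10 Mb of those genes. Of the shared DAR in the same direction, 27.7% lie there, so that these regions do not account for the rest. Effects of donor sex on autosomal peaks were not tested by this. They stay open, as do other differences between the donor colonies and any libraries that both comparisons share. A biological explanation, that loss of HMGB2 changes these sites in both infections, may hold for the rest and was not tested.

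The effect of genotype differed between the infections at the reported peaks of 18 of 56 named genes (normal test of the difference, two-sided, Benjamini-Hochberg adjusted p of 0.05 or below over these genes), and at 996 of 52823 peaks over the whole table. At *Tcf7*, the log2 fold change of the promoter peak was -1.01 in Cl13 and -0.00 in Armstrong, a difference of -1.01 (adjusted p = 5.49e-15). Among the 56 reported peaks, 1 per gene, the *Klrg1* promoter peak was the only one called at FDR ≤ 0.05 in opposite directions, 0.40 in Cl13 and -0.58 in Armstrong, a difference of 0.98 (adjusted p = 2.49e-11). Of the others reported here, lower in Cl13 than in Armstrong were *Tox* by -1.996, *Cxcr5* by -1.77, *Kit* by -1.71, *Hif1a* by -1.50, *Slamf6* by -1.10 and *Ccr6* by -1.03. The differences were -0.96 for *Samd3*, -0.90 for *Bach2*, -0.88 for *Fasl*, -0.79 for *Id3*, -0.65 for *Icos*, and -0.38 each for *Eomes* (-0.3784) and *Ccr7* (-0.3764). Higher in Cl13 were *Runx3* by 0.50 and *Prf1* by 0.26. For *Prf1* this is the promoter peak, with 0.25 in Cl13 and -0.02 in Armstrong, which is not a DAR at either fold threshold. The leading DAR of *Prf1* had similar log2 fold changes, 0.35 in Cl13 and 0.30 in Armstrong. The 56 reported peaks were chosen for a small p in Cl13 or a place in the paper, so the choice alone favours a larger change in Cl13.

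Of the 6 whole gene lists, which include every tested peak, 4 differed as well, but most of them carry a choice too. The Tpex-associated and Tex-associated genes were named from these Cl13 libraries and the RNA-seq lists from gene expression at 8dpi Cl13, which alone favours a change in Cl13. Only the factors named in the introduction are free of it, and *Bach2* and *Bcl6* stand in all 3 Tpex lists. The median difference, Cl13 minus Armstrong, was -0.30 for the 16 Tpex-associated genes (limma's cameraPR with the peak as its unit, adjusted p = 1.72e-13 over 6 lists), -0.33 for *Tcf7*, *Bcl6* and *Bach2* (adjusted p = 1.73e-15), and -0.34 for the Tpex genes of the RNA-seq results (adjusted p = 6.41e-13). In Armstrong, 97 of 195 peaks of the first list were lower. The Tex genes of the RNA-seq results differed by -0.23 (adjusted p = 0.00293), with a median of 0.22 in Armstrong and 0.04 in Cl13. The other 2 lists did not differ at an adjusted p of 0.05: the Tex-associated genes by 0.04 (adjusted p = 0.103), whose median was also above 0 in Armstrong, 0.10 (adjusted p = 0.00924), and *Tox*, *Prdm1* and *Havcr2* by -0.05 (adjusted p = 0.377). A trend of the fold changes with peak height in Cl13 does not account for the first list, whose median there was -0.26 after the trend was removed. The paper's methods give a depth of 50million paired reads for ATAC-seq at 8dpi Cl13, and a difference in depth between the comparisons was not tested. For *Tcf7*, *Bcl6* and *Bach2*, the median in Cl13 was -0.43 after the trend was removed. The promoter peak of *Bcl6* did not differ, by -0.20 (normal test of the difference, two-sided, adjusted p = 0.359). Its peak with the smallest p fell in both infections, -0.60 in Cl13 and -0.73 in Armstrong. The list differences were not set against random gene lists. For *Tcf7* and *Bach2*, a candidate explanation is that HMGB2 keeps their regions accessible in Cl13 more than in Armstrong. A lower share of Tpex cells among *Hmgb2*-/- P14 T cells in Cl13, which the paper reports at 8dpi (Fig. 5f), would lower the same peaks. The deposited values come from sorted cells in bulk and hold no test between these explanations.

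The largest falls lie on the X chromosome, at genes the paper does not discuss. *Firre* had 22 less accessible and 1 more accessible DAR among 24 tested peaks, *4933407K13Rik* 9 less accessible among 10, and *Xist* 3 among 3, with median log2 fold changes over these DAR of -4.25, -5.44 and -5.19. An effect of Cl13 infection alone is excluded, since the DAR at *Xist* and *4933407K13Rik* fell as far in Armstrong, with a median of -5.69. Loss of *Xist* accessibility on an inactive X that the cells keep would leave genes that escape X inactivation level with the other X genes. Their promoter peaks, 14 at 11 genes, lay lower than the other X promoter peaks by a median difference of -0.72. A donor pool with fewer inactive X chromosomes among *Hmgb2*-/- than among WT mice predicts this fall. The escape promoters had a median log2 fold change of -0.71, all 14 were below 0, and the medians of 10000 matched random sets of other X promoter peaks lay between -0.14 and 0.21. The 8 escape promoters outside *Firre*, *Ftx* and *Jpx* had a median of -0.81. The pattern is consistent with WT and *Hmgb2*-/- donors that differed in sex, as a hypothesis. Whether a higher share of male donors in the *Hmgb2*-/- pools or a loss of the inactive X in female cells lies behind it cannot be told apart, since 0 of the 3 listed Y chromosome peaks have a value. The paper states that mice were age- and sex-matched and that donor sex did not influence results. Of the 1090 tested X chromosome peaks, 75 were DAR, and effects of donor sex on autosomal peaks were not tested.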

How the results depend on the processing

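Leaving out X chromosome peaks, removing trends, leaving out peaks annotated to *Hmgb2*, |log2FC| ≥ 0.3 for regions and motifs, and all alternatives for named genes were chosen after the data were seen, and the others were set before the data were examined. Over all results and alternatives, 55 values stayed close to the value reported or on the same side of the threshold. Of the others, 14 moved away from the value reported, 8 lost the threshold, 3 gained it and 1 reversed.

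The fold threshold changed most. With FDR ≤ 0.05 alone the number of DAR was 7734, of which 59.1% were less accessible and 25.4% at promoters, and with |log2FC| ≥ 0.3 it was 6542, of which 67.6% were less accessible and 17.5% at promoters, against 1451, 78.4% and 10.3% as reported. Promoter DAR reversed: 38.3% were less accessible with FDR ≤ 0.05 alone, against 77.3% as reported and 62.4% with |log2FC| ≥ 0.3. The trend with peak height runs the same way: promoter peaks are high, the median log2 fold change of the highest quintile of mean log2 CPM was 0.10, and without a fold threshold its small rises are called. Named genes with a DAR in the direction the paper gives numbered 18 of 49 as reported, and 49 of 49 with either FDR ≤ 0.05 alone or |log2FC| ≥ 0.3.

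At FDR 0.01, 81.9% of DAR were less accessible. With the lowess trend on mean log2 CPM removed, 66.5% of all DAR and 66.1% of promoter DAR were less accessible, and with the trend on GC content removed 72.9% of all DAR. Both trends were lower fold changes at lower peaks and at lower GC content, so that their removal takes away falls. With the nearest TSS of GENCODE, 83.6% of promoter DAR were less accessible, and the cause was not tested. In none of these did less accessible DAR stop being the majority.

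The 6 gene lists kept their direction and side of the threshold where they had passed it, under both trends and with promoter peaks alone. Medians ranged from -0.32 to -0.25 for the Tpex-associated genes, from 0.14 to 0.25 for the Tex-associated genes, from -0.58 to -0.34 for the introduction's Tpex factors and from -0.45 to -0.34 for the Tpex genes of the RNA-seq results. Those of the introduction's Tex factors, between -0.05 and 0.04, and of the Tex genes of the RNA-seq results, between 0.01 and 0.10, passed the threshold under none of these with the test reported. With cameraPR on ranks, an alternative added after the data were seen, the latter list passed it once the trend on GC content was removed (limma, adjusted p = 0.0184).

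The odds ratio of DAR within 10 Mb of *Hmgb2*, 2.63, was 4.10 within 5 Mb (two-sided Fisher's exact test, p = 0.00249), and no longer passed p of 0.05 at 20 Mb (1.07), at |log2FC| ≥ 0.3 (1.01) or without the peaks annotated to *Hmgb2* (1.88, with 2 DAR fewer). For motifs searched in the central 200 bp, where fewer peaks hold each motif, odds ratios that lost the threshold were 0.689 for TCF/LEF, 1.16 for AP-1 and 0.582 for NFAT in more accessible DAR, and 1.42 for T-box in less accessible DAR. RUNX in more accessible DAR gained it there, at 1.596. At |log2FC| ≥ 0.3, more accessible DAR gained it for RUNX (1.31) and ETS (1.17) and lost it for NFAT (0.9745), and the cause was not tested.

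Precision, which carries both depth and the spread between replicates, was lowest at low peaks. With a median standard error of 0.37 in the lowest quintile of mean log2 CPM, 507 DAR at |log10FC| ≥ 0.3 and 641 at |log2FC| ≥ 0.3 were called there, against 5 and 632 in the highest, where it was 0.084.

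No paired analysis was possible because the deposited table gives 1 value per peak over all libraries and the columns of values per library carry no sample names. For the same reason these alternatives were not run: DESeq2 size factors, library size alone, size factors from the highest peaks, loess offsets per library, no filter on low counts, DESeq2's Wald test, limma-voom, the replicate block with and without a GC content correction, leaving out each replicate, all forms of the PCA, and other splits of the samples. The likelihood ratio test, listed as an alternative to the quasi-likelihood test, is the one the authors deposited.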

Differences from the paper's values

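The paper's number of DAR is 6542, and at the thresholds it states, FDR ≤ 0.05 and |log10FC| ≥ 0.3, the deposited table holds 1451. Of the alternatives set before the data were examined, |log2FC| ≥ 0.3 gives 6542 and FDR ≤ 0.05 alone 7734, both within 1.5 times the paper's number, while FDR 0.01 gives 1212. The scale of the fold change separates these numbers: read on the log2 scale of the table, the stated threshold of 0.3 gives the paper's number. In Fig. 7g, whose axis for accessibility is labelled log10FC, *Hmgb2* lies at about -2.5, read by eye, and the table's log2 fold change at the *Hmgb2* promoter is -2.52. The numbers of less and more accessible DAR printed in Fig. 7c and Fig. 7e match those at |log2FC| ≥ 0.3, 4420 and 2122 over all peaks and 713 and 429 at promoters.

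The paper's share of DAR at promoters is 17.5%, and the share at the stated thresholds is 10.3%. With |log2FC| ≥ 0.3 it is 17.5% and with FDR ≤ 0.05 alone 25.4%, both within 1.5 times the paper's share, while FDR 0.01 gives 10.6% and the nearest TSS of GENCODE 9.65%.

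The circle of HMGB2 in Fig. 7h adds up to about 4000, read by eye, which was set beside the number of genes with a DAR. That number is 1128 at the stated thresholds and 4018 at |log2FC| ≥ 0.3, a comparison chosen after seeing the values.

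The paper gives 1 direction of change, in its text or in Fig. 7, to 49 genes reported here. At the stated thresholds, 18 of the 49 had a DAR in the paper's direction, and at |log2FC| ≥ 0.3 and with FDR ≤ 0.05 alone all 49 did. Among the 7 genes reported here that the text gives with reduced accessibility nearby, 3 had such a DAR at the stated thresholds, and among the 9 with increased accessibility 1 had. For promoters, 3 of 9 with reduced and 0 of 1 with increased accessibility had one, against 9 of 9 and 1 of 1 at |log2FC| ≥ 0.3. *Batf*, which the paper lists with reduced accessibility, had 1 less accessible DAR at |log2FC| ≥ 0.3, while 9 of its 15 tested peaks were higher and their median log2 fold change was 0.09.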

Other observations

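The motif tests in Armstrong, the test of direction near *Hmgb2*, and the removal of X chromosome peaks or of trends were chosen only after the results were seen. The other tests were written before their results.

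Less accessible DAR were the majority, 78.4% at |log10FC| ≥ 0.3, and 3 technical explanations for this were tested. The fold changes fall with decreasing mean accessibility and with decreasing GC content. After the trend on mean log2 CPM was removed, 66.5% of DAR were less accessible, after the trend on GC content 72.9%, and without X chromosome peaks 77.4%. None of these alone accounts for the majority of falls, though the trend on mean log2 CPM accounts for part of it. The normalization of the libraries stays open, since it sets the centre of all fold changes and could not be changed here. No biological explanation for the majority was tested.

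The TCF/LEF motif CTTTGAW was present in 41.1% of the 1138 less accessible DAR, in 15.0% of the 313 more accessible DAR and in 27.9% of other peaks. With GC content, width and mean log2 CPM in the model, the odds ratio was 2.17 in less accessible DAR (95% interval 1.91 to 2.46) and 0.580 in more accessible DAR (0.422 to 0.798). The reversed sequence gave 1.10 (0.946 to 1.28) and 1.05, so that base composition does not account for it. In Armstrong, the odds ratio in less accessible DAR was 0.936 (0.782 to 1.12). The odds ratio in Cl13 was 2.31 times that in Armstrong (peaks taken as independent). A candidate explanation is that sites bound by TCF/LEF factors, such as the product of *Tcf7*, lose accessibility without HMGB2 in Cl13. A lower share of Tpex cells, which express *Tcf7*, among *Hmgb2*-/- P14 T cells would have the same result and was not tested.

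Of the other 5 motifs, RUNX and AP-1 had odds ratios above 1 in less accessible DAR, 1.26 and 1.29, with reversed controls of 1.01 and 0.951. AP-1 also had 1.47 in more accessible DAR, with a control of 1.318 there, and in Armstrong 1.93 in more accessible and 0.764 in less accessible DAR. RUNX had 1.37 in more accessible DAR (95% interval 0.988 to 1.91). T-box had 1.28 in less (1.00 to 1.63) and 1.38 in more accessible DAR (0.871 to 2.17), and in Armstrong 1.596 in less (1.21 to 2.10) and an interval of 1.18 to 2.16 in more accessible DAR. NFAT had 1.07 in less and 0.636 in more accessible DAR, where its control had 1.52, and ETS 0.974 and 1.00, with 1.24 (1.02 to 1.51) in less accessible DAR in Armstrong. The other odds ratios of these 5 motifs in Armstrong had intervals that hold 1. These intervals are not adjusted over the 6 motifs, and no explanation was tested.

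Sequence of the donor strain that flanks the knocked-out allele could lower the alignment of reads near *Hmgb2*. Outside the gene, 7 of 110 tested peaks within 10 Mb were DAR at |log10FC| ≥ 0.3, all less accessible, an odds ratio of 2.63 against the other autosomal peaks (two-sided Fisher's exact test, p = 0.0219). All 7 lie within 5 Mb, where the odds ratio was 4.10 (two-sided Fisher's exact test, p = 0.00249). Without the peaks annotated to *Hmgb2*, 5 of 108 were DAR, with an odds ratio of 1.88 (the same exact test, p = 0.202). At |log2FC| ≥ 0.3, all 13 DAR in this region were less accessible, against 66.6% of the other autosomal DAR (exact binomial test, two-sided, p = 0.00676). Of the 7 DAR at |log10FC| ≥ 0.3, all that have a value in Armstrong fell there too. With so few DAR, donor sequence, the deletion itself and an effect of the deletion on its neighbours cannot be told apart. Around *Ptprc*, whose alleles mark congenic cells, the odds ratio was 0.908 (two-sided Fisher's exact test, p = 0.884), so that no excess of DAR from a congenic interval was seen.

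At |log2FC| ≥ 0.3, 5 of 56 named genes had DAR in both directions: *Cd80*, *Hif1a*, *Icos*, *Nfatc1* and *Runx3*. Genes with many peaks may account for this, since random lists matched on the number of tested peaks held 6.28 such genes on average, and 78.7% of 10000 lists held as many.

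A DAR at |log2FC| ≥ 0.3 was found at 24.7% of all 16237 genes with a tested peak and at 83.2% of those with 10 or more, which is the level against which an overlap counted in genes, such as one with published scarred regions, can be read. The published regions are not in the files, and their overlap was not recomputed. *Tox*, which is named for Tex cells in the introduction, had 7 less accessible and no more accessible DAR at |log2FC| ≥ 0.3 among 45 tested peaks, *Prdm1* 3 less accessible among 28, and *Havcr2* none in either direction among 8.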
